# Mitochondrial stress causes neuronal dysfunction via an ATF4-dependent increase in L-2-hydroxyglutarate

**DOI:** 10.1083/jcb.201904148

**Published:** 2019-10-23

**Authors:** Rachel J. Hunt, Lucy Granat, Gregory S. McElroy, Ramya Ranganathan, Navdeep S. Chandel, Joseph M. Bateman

## Abstract

Mitochondrial stress contributes to a range of neurological diseases. Mitonuclear signaling pathways triggered by mitochondrial stress remodel cellular physiology and metabolism. How these signaling mechanisms contribute to neuronal dysfunction and disease is poorly understood. We find that mitochondrial stress in neurons activates the transcription factor ATF4 as part of the endoplasmic reticulum unfolded protein response (UPR) in *Drosophila*. We show that ATF4 activation reprograms nuclear gene expression and contributes to neuronal dysfunction. Mitochondrial stress causes an ATF4-dependent increase in the level of the metabolite L-2-hydroxyglutarate (L-2-HG) in the *Drosophila* brain. Reducing L-2-HG levels directly, by overexpressing L-2-HG dehydrogenase, improves neurological function. Modulation of L-2-HG levels by mitochondrial stress signaling therefore regulates neuronal function.

## Abstract (precis)

Hunt et al. show that mitochondrial stress in *Drosophila* neurons activates ATF4 expression, resulting in increased L-2-hydroxyglutarate (L-2-HG) levels. Reducing L-2-HG levels improves neuronal activity, demonstrating that increased L-2-HG contributes to neuronal dysfunction.

## Introduction

Mitochondria play key roles in cellular metabolism including synthesis of ATP, amino acids, reactive oxygen species (ROS), nucleotides, heme, and cholesterol (Spinelli and Haigis, 2018). Efficient mitochondrial function is paramount in the nervous system, and mitochondrial diseases frequently result in motor dysfunction, seizures, ataxia, and intellectual disability. Compromised mitochondrial function is also a trait of common neurological diseases including neurodegenerative conditions, autism spectrum disorders, and schizophrenia (Khacho et al., 2019).

Defects in mitochondrial gene expression cause imbalance of mitochondrial/nuclear encoded oxidative phosphorylation (OXPHOS) subunits and failure to correctly assemble OXPHOS complexes. The resulting mitochondrial stress triggers mitonuclear signaling mechanisms that enable mitochondria to communicate with the nucleus and reprogram nuclear gene expression (Arnould et al., 2015). These signaling mechanisms include the mitochondrial unfolded protein response (UPR), mitochondrial proteolytic response, and heat shock response pathways. Mitochondrial stress in neurons reprograms metabolism and nuclear gene expression, potentially regulating neuronal function (Hunt and Bateman, 2018). However, the mechanisms by which mitochondrial stress regulates neuronal function are poorly understood.

## Results and discussion

### Mitochondrial stress–induced activating transcription factor 4 (ATF4) causes neuronal dysfunction

To investigate how mitochondrial stress affects the nervous system, we used inducible overexpression of the mitochondrial transcription factor TFAM in *Drosophila melanogaster*. TFAM is an HMG box DNA binding protein that binds to the mitochondrial DNA light strand promotor in a complex with the mitochondrial RNA polymerase and TFB2M (Hallberg and Larsson, 2011; Stros et al., 2007). Non-specific binding of TFAM packages mitochondrial DNA into its nucleoid structure, at high levels repressing gene expression (Kang et al., 2018; Ylikallio et al., 2010). TFAM overexpression inhibits mitochondrial OXPHOS gene expression (Cagin et al., 2015; Pohjoismaki et al., 2006; Ylikallio et al., 2010), and in the nervous system causes mitochondrial and neuronal dysfunction and triggers mitonuclear stress signaling (Cagin et al., 2015; Chen et al., 2019; Duncan et al., 2018; Tsuyama et al., 2017).

ATF4 is activated by a variety of different mitochondrial stresses in mammalian cultured cells and in vivo (Celardo et al., 2017; Quirós et al., 2017), and persistent activation can be detrimental (Khan et al., 2017). ATF4 is activated in animal models of Alzheimer’s disease, amyotrophic lateral sclerosis, and frontotemporal dementia, which exhibit neuronal mitochondrial stress (Hughes and Mallucci, 2019). We find that in keeping with its role in the developing eye in *Drosophila*, ATF4 is expressed in photoreceptor neurons (Fig. S1 A; Kang et al., 2017), but is not normally expressed in the *Drosophila* larval or adult central nervous system (CNS; Fig. 1, A and C). Consistent with other mitochondrial stress models, TFAM overexpression in neurons causes activation of ATF4 expression in both the larval and adult CNS (Fig. 1, A–D; and Fig. S1, B and C).

**Figure 1.**
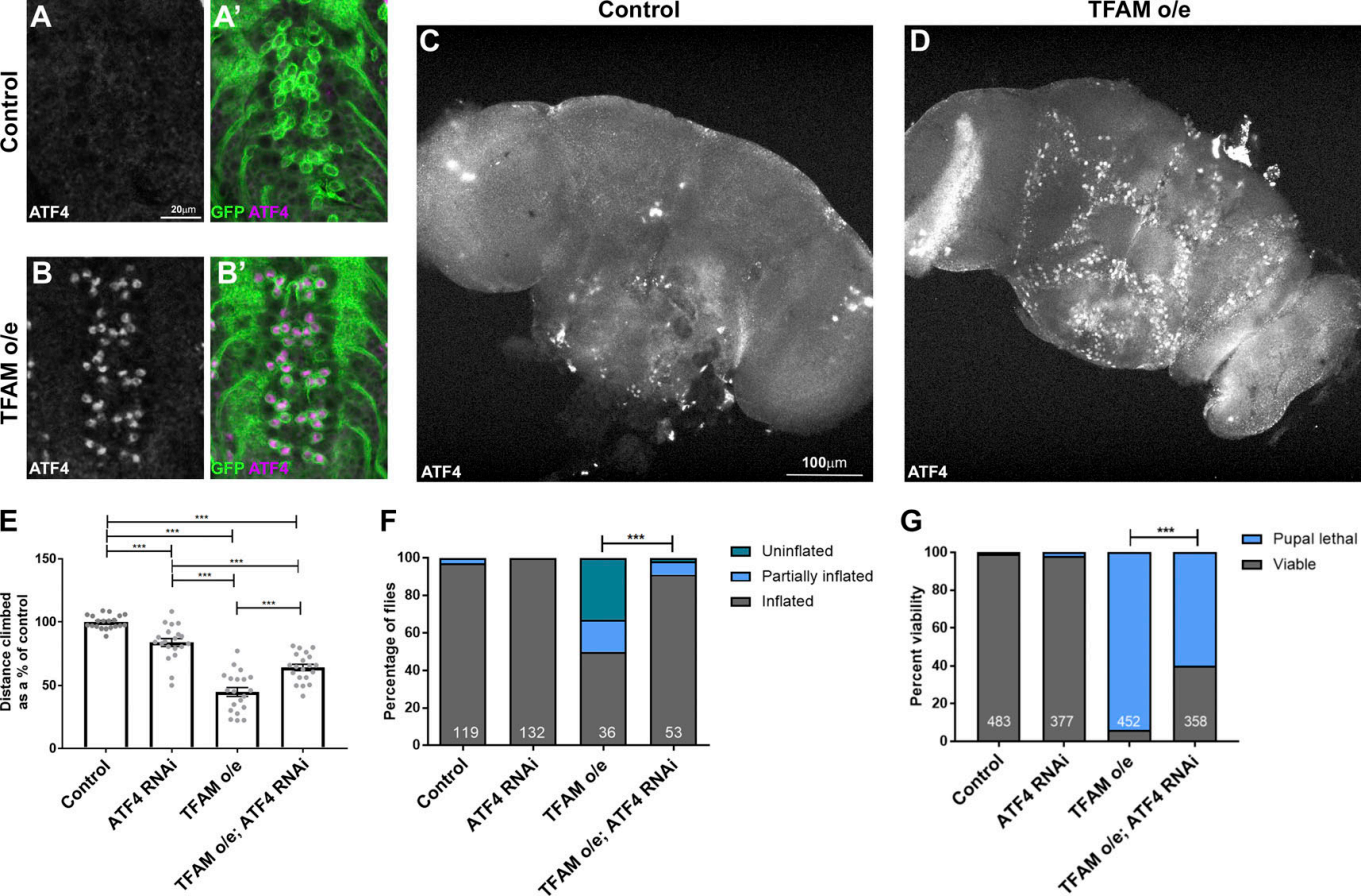
**Mitochondrial stress signaling via ATF4 in neurons. (A–B′) **ATF4 is not expressed in control larval neurons (A and A′), but its expression is activated in motor neurons overexpressing (o/e) TFAM (B and B**′**) using *OK371-Gal4*. ATF4 in white in A and B and magenta in A**′** and B**′**. CD8-GFP (green) marks motor neurons. **(C and D)** ATF4 is not expressed in the adult brain (C) but is activated in neurons overexpressing TFAM with *nSyb-Gal4* (D). **(E and F)** Knockdown of ATF4 alleviates the climbing (E) and wing inflation (F) defects caused by TFAM overexpression in motor neurons using *D42-Gal4*. Numbers of flies for wing inflation are in white. **(G)** Knockdown of ATF4 alleviates the pupal lethality caused by pan-neuronal TFAM overexpression with *nSyb-Gal4*. Number of pupal cases are in white. Controls are *Gal4* hemizygotes. Data in E are presented as mean ± SEM. *n* = 20 for all genotypes. ***, P < 0.001.

TFAM overexpression also causes loss of presynaptic mitochondria, a reduction in presynaptic active zones, reduced climbing ability in adult flies, and inhibition of wing inflation, which is regulated by activity-dependent neuropeptide release from the CCAP neurons (Cagin et al., 2015; Duncan et al., 2018). To determine the functional role of ATF4, we performed climbing and wing inflation assays on flies overexpressing TFAM together with ATF4 knockdown in neurons. Expression of an RNAi targeting a control heterologous gene (luciferase) does not affect the TFAM overexpression climbing and wing inflation phenotypes (Fig. S1, D and E). However, ATF4 knockdown (Fig. S1 F) alleviates the climbing and wing inflation defects caused by neuronal TFAM overexpression (Fig. 1, E and F). Moreover, pan-neuronal overexpression of TFAM causes almost complete late pupal lethality, but knockdown of ATF4 in combination with TFAM overexpression significantly improves viability (Fig. 1 G). Therefore, ATF4 contributes to the reduced neuronal activity caused by mitochondrial stress.

### Mitochondrial stress reprograms neuronal metabolism

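RNA was sequenced from larval CNSs of 4 genotypes, namely control, pan-neuronal TFAM overexpression (o/e), TFAM overexpression combined with ATF4 RNAi, and ATF4 overexpression. Each genotype had 4 replicates of 20 CNSs. PolyA libraries were read as 75-bp single-end reads, which the authors mapped to the dm6 genome with Bowtie2 and counted on each gene with featureCounts at default settings. The deposited values are these raw counts for 17698 genes per library, without normalization. The total count per library was between 18215062 and 23628142 in control (median 21861761.5) and between 20946531 and 24778270 in TFAM overexpression (median 23066782.5). It was between 22454084 and 23931053 with ATF4 RNAi added (median 23285688.5) and between 22861867 and 23941597 in ATF4 overexpression (median 23093843.5). Counts were scaled to CPM with TMM factors over all 16 libraries. A genotype whose libraries all held at most 3 counts of a gene was treated as at the floor for that gene, which is between 0.121 and 0.165 CPM at these totals and covers counting error only. Pairs of genotypes were compared with edgeR's quasi-likelihood test on the 8 libraries concerned, over the genes that passed its filter on low counts. A gene was called misregulated at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.2 in either direction, the thresholds of the paper's methods. The paper's DESeq2 test and its FPKM threshold of 1 were run as alternatives. Neither the labels nor the paper's text names a sequencing batch. The first principal component held 50.1% of the variance and followed, over the 16 libraries, the slope of each library's expression on exon length, which is computed from the same counts. Pearson's r was -0.997 and Spearman's rho -0.965 (permutation test, two-sided, p = 1e-05 for each, the smallest that 1e+05 permutations can give). Without control replicate 3 and TFAM overexpression replicate 2, whose slopes were farthest from the median, r was -0.990 over 14 libraries (permutation test, two-sided, p = 1e-05, again the smallest possible).

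TFAM (FBgn0038805) lies on 3R from 20575245 to 20577010 of the dm6 assembly. It had 97.0 ± 29.7 CPM (SD, n = 4) in control and 538 ± 118 CPM (SD, n = 4) in TFAM overexpression, a log2 fold change of 2.46 (standard error 0.25, adjusted p = 0.00341 from edgeR's test). It had 544 ± 123 CPM (SD, n = 4) with ATF4 RNAi added and 79.5 ± 10.3 CPM (SD, n = 4) in ATF4 overexpression. The gene that encodes ATF4, crc (FBgn0000370), lies on 2L from 21310866 to 21319527 and overlaps CG46314 on the same strand, so that reads there may belong to either gene. It had 203 ± 17.0 CPM (SD, n = 4) in control and 203 ± 32.6 CPM (SD, n = 4) in TFAM overexpression, a log2 fold change of -0.02 (standard error 0.13, adjusted p = 0.960 from edgeR's test). The paper saw ATF4 activation by antibody staining of the protein and describes ATF4 as regulated at translation. RNA levels of crc in the whole CNS therefore do not test that activation. With ATF4 RNAi added, crc had 156 ± 6.89 CPM (SD, n = 4), and every replicate lay below every TFAM overexpression replicate (exact permutation test, two-sided, p = 0.0286, the smallest that 4 replicates against 4 allow). This fall was not past the threshold among all genes tested (log2 fold change -0.38, standard error 0.11, adjusted p = 0.339 from edgeR's test). With the gene length trend of each library as a covariate, chosen after seeing the data, it was called (log2 fold change -0.41, adjusted p = 0.0378), and over all alternatives the adjusted p was between 0.0378 and 1.000. For the knockdown the paper refers to its own qRT-PCR of ATF4, which was not analysed here. In the libraries labelled ATF4 overexpression, crc had 184 ± 5.16 CPM (SD, n = 4) and was not raised over control (log2 fold change -0.15, standard error 0.10, not past the threshold in edgeR's test, and exact permutation test, two-sided, p = 0.0571). The labels name a transgene with an HA tag. Whether its reads are counted on crc, whether it is expressed in few cells only, whether the labels are right and whether these 4 libraries were prepared apart from the other 12 was not tested. They are therefore called the libraries labelled ATF4 overexpression from here on. Where ATF4 overexpression alone is written, it stands for this label and not for a measured rise of crc.

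**Figure D1:**
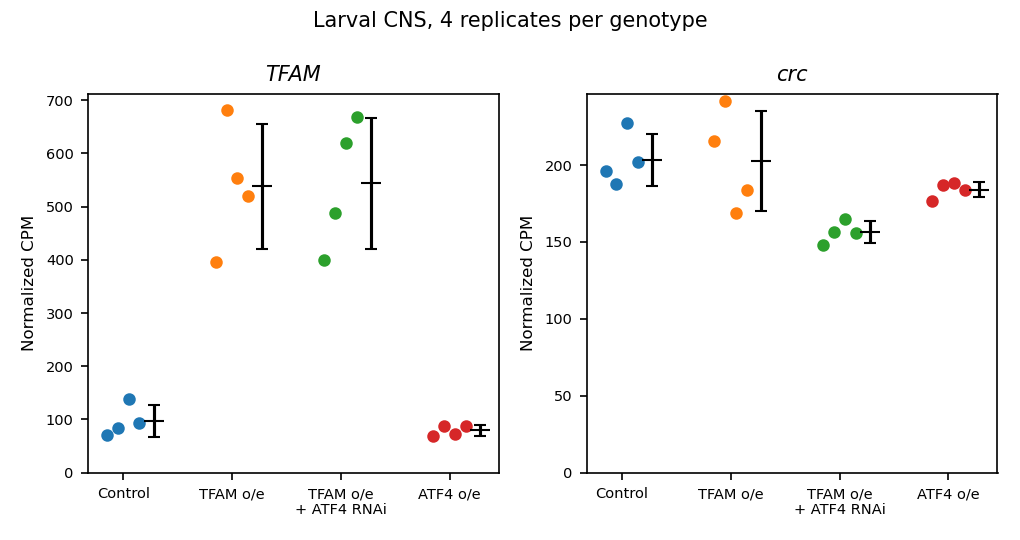
CPM of TFAM and crc in each replicate (points) of the 4 genotypes, with the mean and SD (bars). TFAM is higher in the 8 libraries with TFAM overexpression than in the others, and crc is not higher in the libraries labelled ATF4 overexpression than in control.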

We next characterized the gene expression changes caused by neuronal mitochondrial stress, and assessed the contribution of ATF4. Transcriptomic analysis of nervous system tissue showed that pan-neuronal TFAM overexpression significantly misregulates 87 genes with a range of different functions (Fig. 2 A and Table S1). 

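Between control and TFAM overexpression, 28 of the 9355 genes tested were misregulated, 25 up-regulated and 3 down-regulated, and 406 genes had an unadjusted p under 0.05. All 28 were higher, or lower, in every TFAM overexpression replicate than in every control replicate. Of all genes tested, 3.46% were separated in this way, where chance gives 2.86%. Of the 87 genes in the paper's Table S1, 84 were tested here. All 84 moved in the paper's direction with an unadjusted p under 0.05, and 21 of them were called. The alternative that moved the count most was DESeq2's Wald test without a prior on fold changes, which called 121 genes. With 1 library left out at a time, the count was between 17 and 26, with 17 without TFAM overexpression replicate 1 and 17 without TFAM overexpression replicate 3.

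The 3 genes with the largest fitted rise were lncRNA:CR44138, Hsc70-2 and CG11634. CG11634 (FBgn0032968) had 0 counts in every control library and 1.45 ± 0.197 CPM (SD, n = 4) in TFAM overexpression, and was at least 10.2-fold higher. Hsc70-2 (FBgn0001217, 3R from 13044759 to 13047388) rose from 0.310 ± 0.268 CPM to 17.8 ± 3.70 CPM (SD, n = 4 each), a log2 fold change of 5.89 (standard error 0.45, adjusted p = 0.00186 from edgeR's test). It belongs to the Hsp70 family, whose related copies could share reads. lncRNA:CR44138 (FBgn0264987) rose from 0.103 ± 0.0980 CPM to 6.30 ± 1.67 CPM (SD, n = 4 each), a log2 fold change of 5.94 (standard error 0.53, adjusted p = 0.00236 from edgeR's test). It overlaps CG9813 on the other strand in span but not in exons, so only reads from outside the exons of CG9813 could be counted on it. With a block for the replicate number in edgeR's test, the calls of CG11634 (adjusted p = 0.404) and lncRNA:CR44138 (0.0702) were lost. That of Hsc70-2 held (0.0312). The 3 down-regulated genes were Lsp1beta, CG33099 and lncRNA:CR46006. Lsp1beta (FBgn0002563), a larval serum protein gene on the list of fat body genes and with related copies, fell by 1.96 on the log2 scale (standard error 0.27, adjusted p = 0.0222 from edgeR's test). Its call held in 3 of the 8 fits that left out 1 library, with adjusted p between 0.0147 and 0.0991. CG33099 (FBgn0053099) fell by 1.72 (standard error 0.27, adjusted p = 0.0494 from edgeR's test) and was called in none of these 8 fits, with adjusted p between 0.0698 and 0.217. lncRNA:CR46006 (FBgn0267668), which contains mir-276a on the same strand, fell by 1.23 (standard error 0.13, adjusted p = 0.00388 from edgeR's test).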

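Between control and the libraries labelled ATF4 overexpression, 72 of 9410 genes tested were misregulated, 36 in each direction, and 838 had an unadjusted p under 0.05. All 72 were separated between the replicates of both genotypes, as were 6.93% of the genes tested. With 1 library left out, the count was between 29 and 131. It was 131 without control replicate 3, 37 without control replicate 4 and 39 without control replicate 2. Without replicates 1, 2, 3 or 4 labelled ATF4 overexpression it was 30, 30, 29 and 30.

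The gene sordd2 (FBgn0052581, X from 15796908 to 15799162) had 0 counts in every control library and 15.1 ± 2.68 CPM (SD, n = 4) in the libraries labelled ATF4 overexpression, at least 106-fold higher. The neighbouring CR44383 (FBgn0265533, X from 15796477 to 15796897) had at most 3 counts in any control library and was at least 31.4-fold higher, at 4.44 ± 1.01 CPM (SD, n = 4). CG12607 (FBgn0035545) had 0 counts in every library of the other 3 genotypes and 7.64 ± 1.29 CPM (SD, n = 4) here, at least 54.0-fold above control. The largest fitted falls were those of Ada1-1 (FBgn0051865), CG42329 (FBgn0259229) and lncRNA:CR45625 (FBgn0267185), for which only lower bounds can be given. Ada1-1 fell from 1.74 ± 0.0335 CPM (SD, n = 4) in control to the floor, at least 13.5-fold lower, and overlaps CG18787 on the other strand. CG42329 was at least 11.8-fold lower than its control level of 1.53 ± 0.709 CPM (SD, n = 4), a level that control replicate 4 raised. lncRNA:CR45625 was at least 6.30-fold lower than its control level of 0.813 ± 0.0743 CPM (SD, n = 4). Each of these 6 genes was called in all 8 fits that left out 1 library.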

Overexpression of ATF4 misregulates the expression of 149 genes (Fig. 2 B and Table S2). 24 of these ATF4 target genes are also misregulated by TFAM overexpression, and their expression is highly correlated (Fig. 2, B and C; and Table S3), consistent with activation of ATF4 by neuronal mitochondrial stress (Fig. 1, A–D). 

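Of the 149 genes in the paper's Table S2, 144 were tested here. All 144 moved in the paper's direction with an unadjusted p under 0.05, and 52 were among the 72 genes called. Both comparisons called 5 of the 9278 genes tested in both, all 5 in the same direction, where 0.104 would be shared by chance (Fisher's exact test, two-sided, p = 4.28e-08). The alternatives that moved this count most were DESeq2 with and without its prior and a fit of all 4 genotypes together, with 29 genes each. Without control replicate 4, 3 genes were shared. Because both comparisons use the same control libraries, the libraries labelled ATF4 overexpression were also simulated. With the fold changes of the 72 genes placed on random genes of like expression, a test chosen after seeing the data, between 24 and 43 genes were called per draw, and at most 1 was shared in any of 50 draws. Across all genes tested in both, Pearson's r of the log2 fold changes was 0.66, against a mean of 0.49 and a range of 0.44 to 0.53 in 50 draws with unchanged libraries. The draws varied each gene independently, without the gene length trend of the real libraries. They therefore cannot show whether the shared controls alone give the observed r or the shared calls.

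The 5 genes were lncRNA:CR40469, CG14963, Hsp70Bb, Nepl3 and lncRNA:CR46006, of which Hsp70Bb has near-identical copies that could share its reads, and CG14963 and Nepl3 overlap exons of CG32278 and His3.3A, so their reads are uncertain in origin. The first 4 rose and lncRNA:CR46006 fell. lncRNA:CR40469 had 0.367 CPM in control, 11.9 CPM in TFAM overexpression and 23.8 CPM in the libraries labelled ATF4 overexpression. CG14963 had 0.521, 2.12 and 2.45 CPM, Hsp70Bb 23.1, 114 and 80.6 CPM, and Nepl3 5.69, 17.6 and 15.5 CPM in the same order. With ATF4 RNAi added to TFAM overexpression, lncRNA:CR40469 had 28.11 CPM, Hsp70Bb 175.4 CPM, Nepl3 17.55 CPM and lncRNA:CR46006 44.25 CPM. All 4 were still called against control in the same direction, so the knockdown did not return them to control. CG14963 had between 0.8815 and 1.409 CPM there and was not called against control. The r2 of signed fold changes over these 5 genes was 0.983 (exact permutation test over genes, two-sided, p = 0.025), and genes are not independent replicates. Without lncRNA:CR40469, whose fold change was the largest, it was 0.923 over 4 genes (exact permutation test, two-sided, p = 0.125). Over the 23 genes of the paper's Table S3 that could be tested, it was 0.870. Arc1 (FBgn0033926), which Table S3 lists with opposite directions, rose in TFAM overexpression (log2 fold change 1.36, standard error 0.16, adjusted p = 0.00671 from edgeR's test). With a block for the replicate number in edgeR's test, this call was lost (adjusted p = 0.0965). Arc1 was lower in the libraries labelled ATF4 overexpression but not past the threshold (log2 fold change -0.58, standard error 0.13, adjusted p = 0.129 from edgeR's test).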

Importantly, knockdown of ATF4 reverses ∼25% (22/87) of the transcriptional changes caused by TFAM overexpression (Fig. 2, A and D; and Tables S4 and S5; see Materials and methods), indicating that ATF4 is a key regulator of mitochondrial stress signaling in the *Drosophila* nervous system.

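The base means of the paper's Table S4 are those of the 4 TFAM overexpression libraries, of replicates 1, 2 and 4 with ATF4 RNAi added, and of replicate 4 labelled ATF4 overexpression. With these 8 libraries, a set chosen after seeing the data, 21 genes were misregulated, 4 up-regulated and 17 down-regulated, and 7 of the 28 genes misregulated by TFAM overexpression were reversed. With the 8 libraries as labelled, 52 of the 9436 genes tested were misregulated, 22 up-regulated and 30 down-regulated, and 548 had an unadjusted p under 0.05. All 52 were separated, as were 4.15% of the genes tested. Of the 50 genes in Table S4, 47 were tested, all 47 moved in the paper's direction, and 26 were called. Without replicate 3 of the knockdown, 27 genes were called, and without replicates 2 or 4 of the knockdown 31 each. Without TFAM overexpression replicate 1 the count was 34.

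With the libraries as labelled, ATF4 knockdown reversed 8 of the 28 genes, all of them up-regulated by TFAM overexpression, where 0.127 genes would be called in both comparisons by chance (Fisher's exact test, two-sided, p = 2.52e-13). The alternative that moved this count most was DESeq2 without its prior, with 44 genes. With DESeq2 and its prior, 42 genes were reversed, among them all 22 of Table S5, of which edgeR's test gave 5. In 50 simulated draws that placed the fold changes of the 52 genes on random genes of like expression, a test chosen after seeing the data, between 10 and 24 genes were called against the same TFAM overexpression libraries, and at most 1 was reversed. Over the 9282 genes tested in both comparisons, Pearson's r of the log2 fold changes was -0.60 with all libraries. The TFAM overexpression libraries were then divided between the comparisons in each of 6 ways, so that the comparisons shared no library. Over the 8684 genes used there, Pearson's r was -0.54 with the libraries shared and between -0.33 and 0.06 with them divided. Over the 28 genes, which were called with all 4 of these libraries, it was between -0.49 and -0.38, against -0.46 with the libraries shared.

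The 8 genes were CG11634, CG15731, CG4630, Gr58c, Hsc70-2, lncRNA:CR44138, lncRNA:CR46123 and thw, of which CG4630 overlaps exons of CG4627. CG11634 fell to 0 counts in every knockdown library, at least 11.2-fold lower than in TFAM overexpression. lncRNA:CR46123 (FBgn0267798), which overlaps Myo81F on the other strand, was at least 28.2-fold lower, and Gr58c (FBgn0041237) at least 7.14-fold lower. Hsc70-2 fell to 0.441 ± 0.324 CPM (SD, n = 4), a log2 fold change of -5.35 (standard error 0.43, adjusted p = 0.000281 from edgeR's test). The genes with the largest fitted rise in the knockdown were sordd2, CR44383 and v. The first was at least 113-fold and CR44383 at least 31.7-fold higher, and both were also raised in the libraries labelled ATF4 overexpression. The gene v (FBgn0003965), a marker that an RNAi insertion can carry, had a log2 fold change of 5.33 (standard error 0.31, adjusted p = 2.84e-05 from edgeR's test). With DESeq2, its prior and the substituted library, v was not called. The r2 of signed fold changes over the 8 reversed genes was 0.575 (exact permutation test over genes, two-sided, p = 0.00459) and that of log2 fold changes 0.868. Without the gene with the largest fold change it was 0.390 (exact permutation test, two-sided, p = 0.114), and without replicate 3 of the knockdown it was 0.0644. CG11634, lncRNA:CR46123 and Gr58c entered with their fitted fold changes, although only lower bounds can be given for them. The size of the r2 is therefore uncertain. From the number of changes that ATF4 knockdown reverses, the paper concludes that ATF4 is a key regulator of the response to mitochondrial stress in the fly nervous system.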

**Figure 2.**
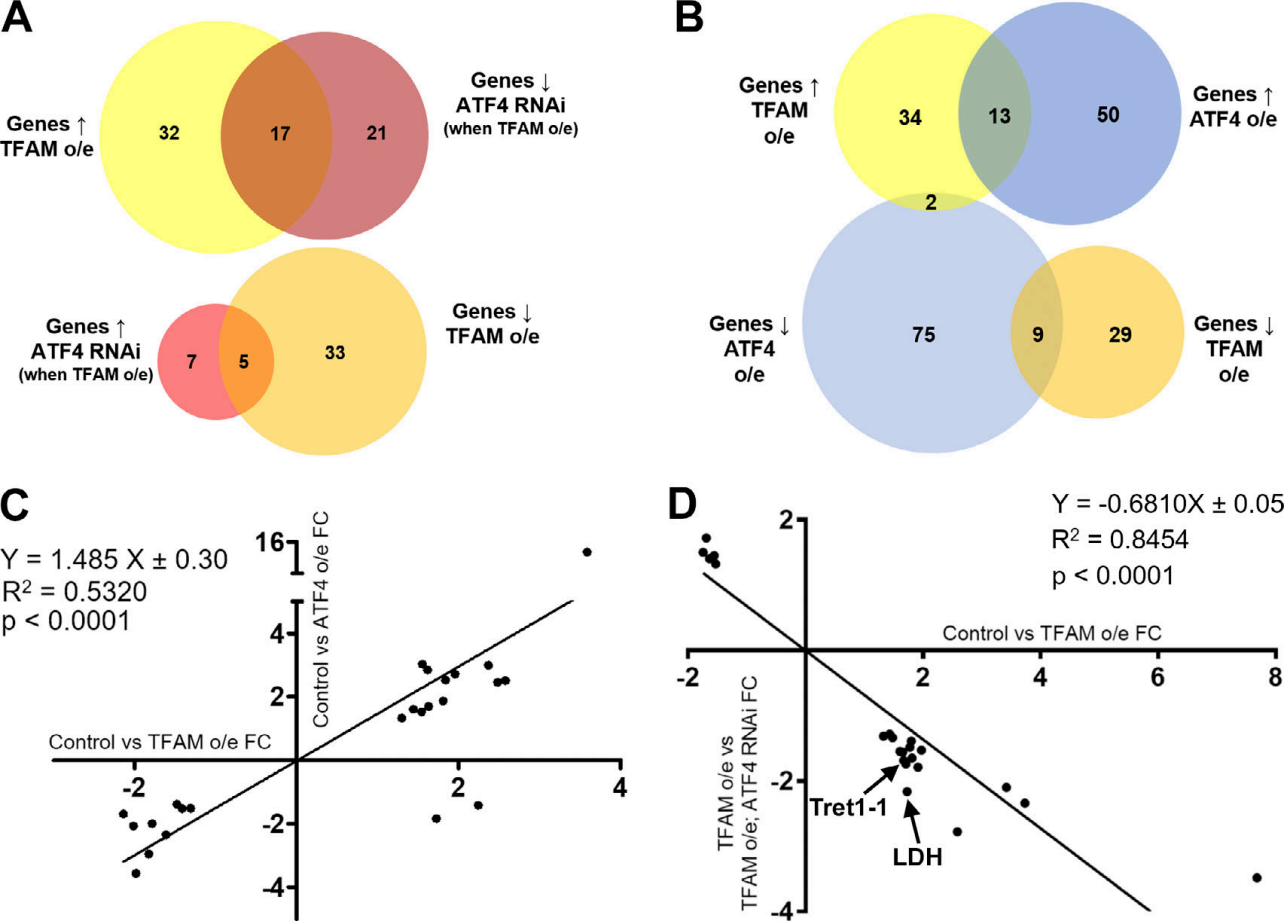
**Neuronal mitochondrial stress activates a transcriptional response via ATF4. (A)** Venn diagrams showing the number of significantly misregulated genes in the control versus TFAM overexpression (o/e) and TFAM overexpression versus TFAM overexpression combined with ATF4 RNAi conditions as determined by RNA sequencing. ↑ = up-regulated; ↓ = down-regulated. **(B)** Venn diagrams showing the number of significantly misregulated genes in the control versus TFAM overexpression and control versus ATF4 overexpression conditions. **(C)** Gene expression correlations between genes significantly misregulated in both the control versus TFAM overexpression and control versus ATF4 overexpression conditions. **(D)** Gene expression correlations between genes significantly misregulated in both the control versus TFAM overexpression and TFAM overexpression versus TFAM overexpression combined with ATF4 RNAi conditions. FC, fold change. See Materials and methods and Tables S1, S2, S3, S4, and S5 for details.

ATF4 regulates the expression of metabolic genes (Bao et al., 2016), including lactate dehydrogenase (LDH; *Impl3*) in *Drosophila* (Lee et al., 2015). 

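ImpL3 (FBgn0001258), the LDH gene, lies on 3L from 6259105 to 6262694. It had 133 ± 85.7 CPM (SD, n = 4) in control and 412 ± 88.8 CPM (SD, n = 4) in TFAM overexpression, and every TFAM overexpression replicate lay above every control replicate (exact permutation test, two-sided, p = 0.0286, the smallest that 4 replicates against 4 allow). Its log2 fold change of 1.62 (standard error 0.40, adjusted p = 0.293 from edgeR's test) was not past the threshold among all genes tested. Without control replicate 4, which had the highest control level, it was 2.18 and called (adjusted p = 0.0205). DESeq2 without its prior also called it, with an adjusted p of 0.00438, and over all alternatives the adjusted p was between 0.00438 and 0.708. In the libraries labelled ATF4 overexpression, in which crc was not raised, ImpL3 had 45.8 ± 12.3 CPM (SD, n = 4) and was lower than control but not called (log2 fold change -1.54, standard error 0.40, adjusted p = 0.202 from edgeR's test), while DESeq2 with and without its prior and a fit of all 4 genotypes called it.

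Tret1-1 (FBgn0050035), a trehalose transporter gene, lies on 2R from 11665768 to 11674782 and overlaps Roc2 on the other strand. It had 48.7 ± 12.8 CPM (SD, n = 4) in control, 99.4 ± 18.4 CPM (SD, n = 4) in TFAM overexpression and 48.9 ± 2.65 CPM (SD, n = 4) with ATF4 RNAi added. The rise was not past the threshold (log2 fold change 1.01, standard error 0.20, adjusted p = 0.122 from edgeR's test), while the fall with the knockdown was called (log2 fold change -1.03, standard error 0.13, adjusted p = 0.00549 from edgeR's test) and was called in all 8 fits that left out 1 library. Without control replicate 4 the rise was 1.23 and called (adjusted p = 0.0380). DESeq2 without its prior (adjusted p = 0.000686) and with it (0.000738) and a fit of all 4 genotypes (0.0059) also called the rise. With 1 library left out the adjusted p from edgeR's test went up to 0.401.

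The glycolysis list of 14 genes, all 14 above 1 CPM in every library and 3 of them in the paper's tables, had a median log2 fold change of 0.05 in TFAM overexpression, with 7 genes higher and 7 lower (camera, adjusted p = 0.0842). This balance rests on control replicate 4, without which the median was 0.27, with 12 genes higher, and camera called the list (adjusted p = 2.99e-07). Camera also called it as higher without TFAM overexpression replicate 3 (adjusted p = 0.00115) and with a block for the replicate number (adjusted p = 0.0316), and over all alternatives the adjusted p was between 2.99e-07 and 0.861. The median changed direction without control replicate 1 (-0.03), control replicate 3 (-0.03) and TFAM overexpression replicate 4 (-0.02). With all 8 libraries 0 of the 14 were called over all genes tested and 2 when adjusted over the list alone. With ATF4 RNAi added the median was -0.15 relative to TFAM overexpression, with 9 genes lower (camera, adjusted p = 0.00667), and 2 were called over all genes and 3 when adjusted over the list alone. Because the study picked 3 of these genes on the same libraries, the counts adjusted over the list alone are not independent evidence. Under fry, a test that uses no preset correlation between genes, the adjusted p with ATF4 RNAi added was 0.338. Camera's call was lost without TFAM overexpression replicate 2 (adjusted p = 0.200) and without TFAM overexpression replicate 4 (adjusted p = 0.0642).

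**Figure D2:**
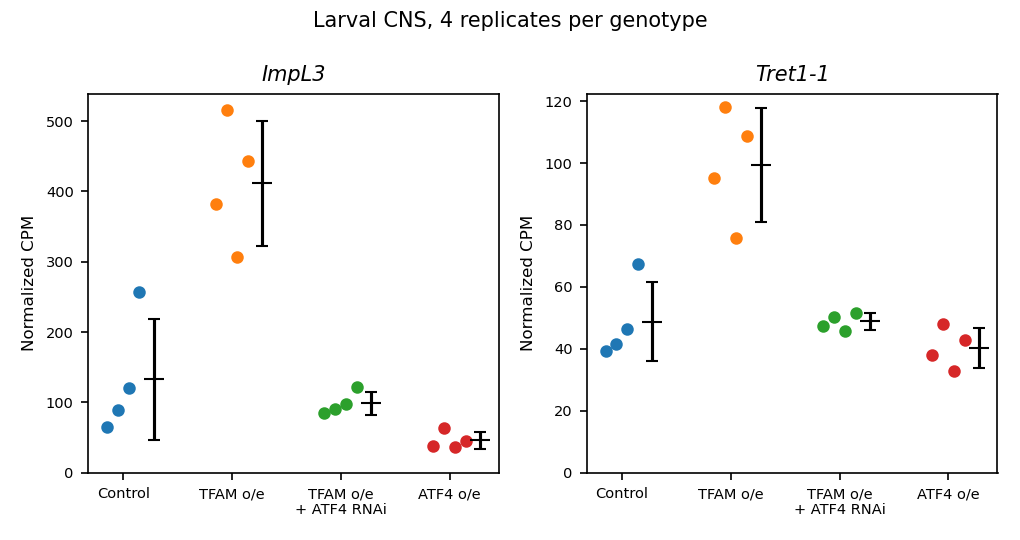
CPM of ImpL3 and Tret1-1 in each replicate (points) of the 4 genotypes, with the mean and SD (bars). The 4 TFAM overexpression replicates lie above the 4 replicates of every other genotype for both genes.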

Several of the genes whose expression is increased by TFAM overexpression but reversed by ATF4 knockdown are involved in glycolytic metabolism, including LDH (*Impl3*) and the trehalose transporter (*Tret1-1*; trehalose is the main circulating sugar in insects; Fig. 2 D and Table S5). To determine how mitochondrial stress affects neuronal metabolism, we performed metabolomic analysis using adult heads from flies with pan-neuronal TFAM overexpression. Pan-neuronal TFAM overexpression causes almost complete late pupal lethality (Fig. 1 G), so TFAM was pan-neuronally overexpressed in a *TFAM^c01716^* loss-of-function heterozygous background, which produces viable adults. Analysis of global changes in metabolites shows that levels of 21 metabolites are altered by pan-neuronal TFAM overexpression (Fig. 3 A). Consistent with other mitochondrial stress models (Bao et al., 2016; Khan et al., 2017), serine and carnitine levels are increased in TFAM overexpressing tissue (Fig. 3 A). Grouping individual metabolites by metabolic pathway shows that levels of the TCA cycle intermediates α-ketoglutarate (α-KG) and fumarate are decreased (Fig. 3, B and C; and Table S6). The glycolytic pathway intermediates phosphoenolpyruvate, D-glyceraldehyde-3-phosphate, and the 3-phosphoglycerate precursor 2/3-phosphoglycerate are all decreased by TFAM overexpression, while lactate levels are increased (Fig. 3, D–F; and Table S6). These data provide evidence that mitochondrial stress causes defects in the TCA cycle and glycolytic metabolism in *Drosophila* neurons.

**Figure 3.**
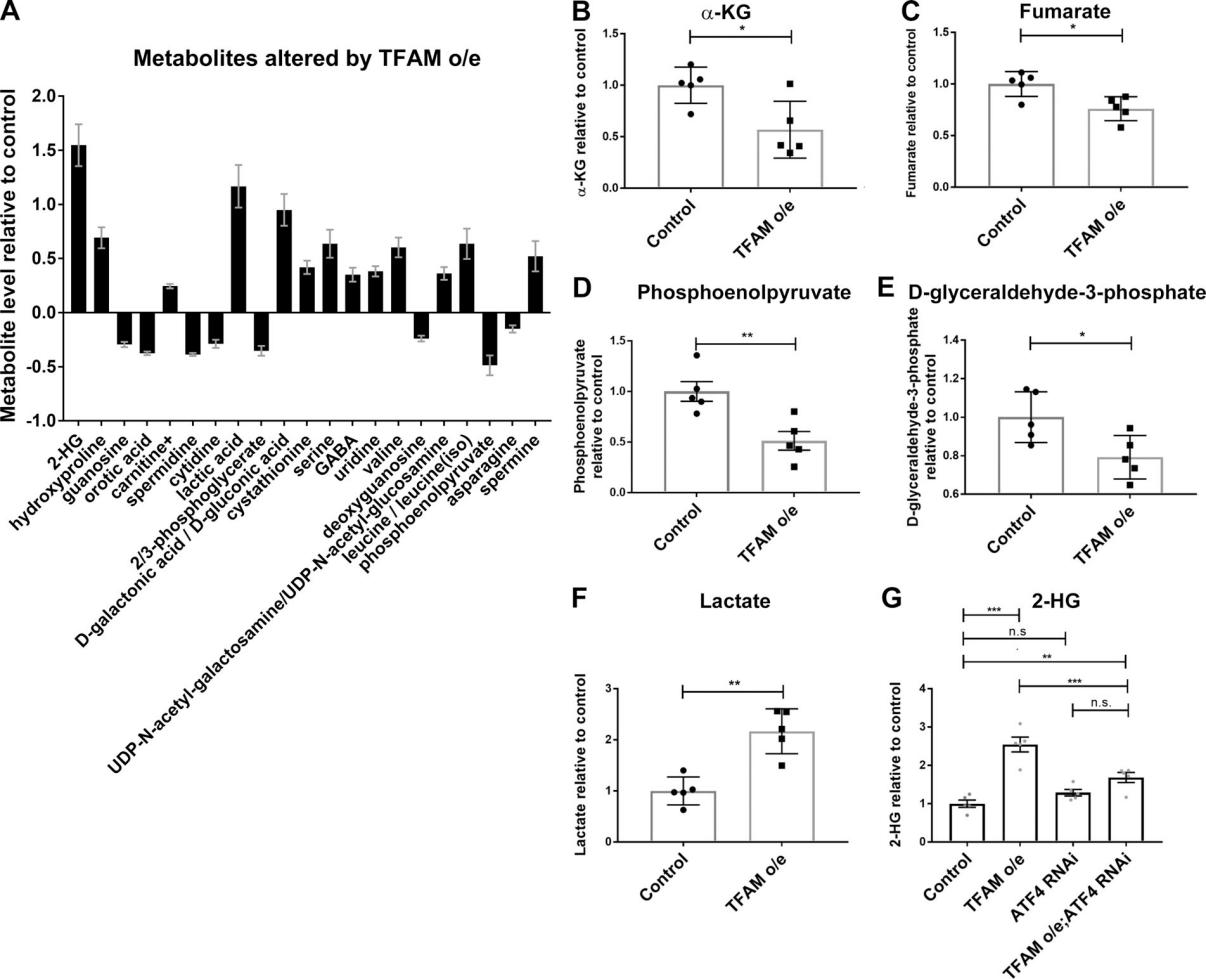
**Mitochondrial stress signaling increases 2-HG levels via ATF4.** **(A)** Metabolites whose levels are significantly changed (5% false discovery rate) in adult heads from flies with pan-neuronal TFAM overexpression (o/e) using *nSyb-Gal4*. **(B–F)** Levels of individual TCA cycle and glycolytic metabolites in adult heads from flies with pan-neuronal TFAM overexpression using *nSyb-Gal4.* See Table S6 for details. **(G)** Knockdown of ATF4 reduces the increase in 2-HG levels caused by pan-neuronal TFAM overexpression using *nSyb-Gal4*. Controls are *nSyb-Gal4* hemizygotes. Data are represented as mean ± SEM. *n* = 5 for all genotypes. ns, not significant; *, P ≤ 0.05; **, P ≤ 0.01; ***, P ≤ 0.001.

### Mitochondrial stress–induced 2-hydroxyglutarate (2-HG) is ATF4-dependent

Strikingly, the metabolite with the greatest fold change in TFAM overexpression tissue is 2-HG (Fig. 3 A and Table S6). L-2-HG is the predominant enantiomer of 2-HG in *Drosophila* and is synthesized from α-KG by the promiscuous activity of LDH (Li et al., 2017). 

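With ATF4 RNAi added to TFAM overexpression, ImpL3 had 98.7 ± 16.2 CPM (SD, n = 4), and every replicate lay below every TFAM overexpression replicate (exact permutation test, two-sided, p = 0.0286, the smallest that 4 replicates against 4 allow). The log2 fold change from TFAM overexpression was -2.07 (standard error 0.17, adjusted p = 0.000312 from edgeR's test). It was between -2.18 and -1.95 in the 8 fits that left out 1 library, and ImpL3 was called in all 8. With the library substituted as in the paper's Table S4, it was -2.26 and also called (adjusted p = 0.0106). Relative to control, the knockdown genotype did not differ detectably (log2 fold change -0.45, standard error 0.38, adjusted p = 1.000 from edgeR's test). Without control replicate 4 this value changed direction, to 0.09.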

Since ATF4 knockdown reverses the mitochondrial stress–induced increase in LDH (*Impl3*) expression (Fig. 2 D and Table S5), we tested whether knockdown of ATF4 affects 2-HG levels. We find that knockdown of ATF4 significantly reduces the accumulation of 2-HG caused by TFAM overexpression (Fig. 3 G). Therefore, ATF4 regulates 2-HG levels in the nervous system during mitochondrial stress.

### L-2-HG regulates neuronal function

The ability of ATF4 knockdown to regulate 2-HG and alleviate the neuronal functional defects caused by TFAM overexpression suggested that 2-HG might contribute to neuronal dysfunction. LDH uses α-KG as a promiscuous substrate to produce L-2-HG, but L-2-HG is converted back to α-KG by the dedicated enzyme L-2-HG dehydrogenase (L-2-HGDH; Kranendijk et al., 2012; Li et al., 2017). A deficiency in L-2-HGDH in humans can lead to a disease known as L-2-hydroxyglutaric aciduria (L-2-HGA). L-2-HGA is a rare neurodegenerative disorder that causes hypotonia, tremors, epilepsy, delayed brain development, and psychomotor regression (Kranendijk et al., 2012). Chiral derivitization confirmed that the predominant 2-HG enantiomer present in TFAM-overexpressing tissue is L-2-HG (Fig. S2). Measurement of 2-HG levels in fly heads overexpressing TFAM and with L-2-HGDH knockdown shows that the mitochondrial stress–induced increase in 2-HG is exacerbated by L-2-HGDH knockdown (Fig. 4 A). Functional assays show that knockdown of L-2-HGDH also exacerbates the climbing and wing inflation defects caused by TFAM overexpression (Fig. 4, B and C). Furthermore, overexpression of L-2-HGDH together with TFAM reduces 2-HG to control levels (Fig. 4 D) and completely rescues the climbing and wing inflation defects caused by TFAM overexpression (Fig. 4, E and F). Therefore, mitochondrial stress–induced activation of ATF4 and the consequent increase in 2-HG cause neurological dysfunction in *Drosophila*.

**Figure 4.**
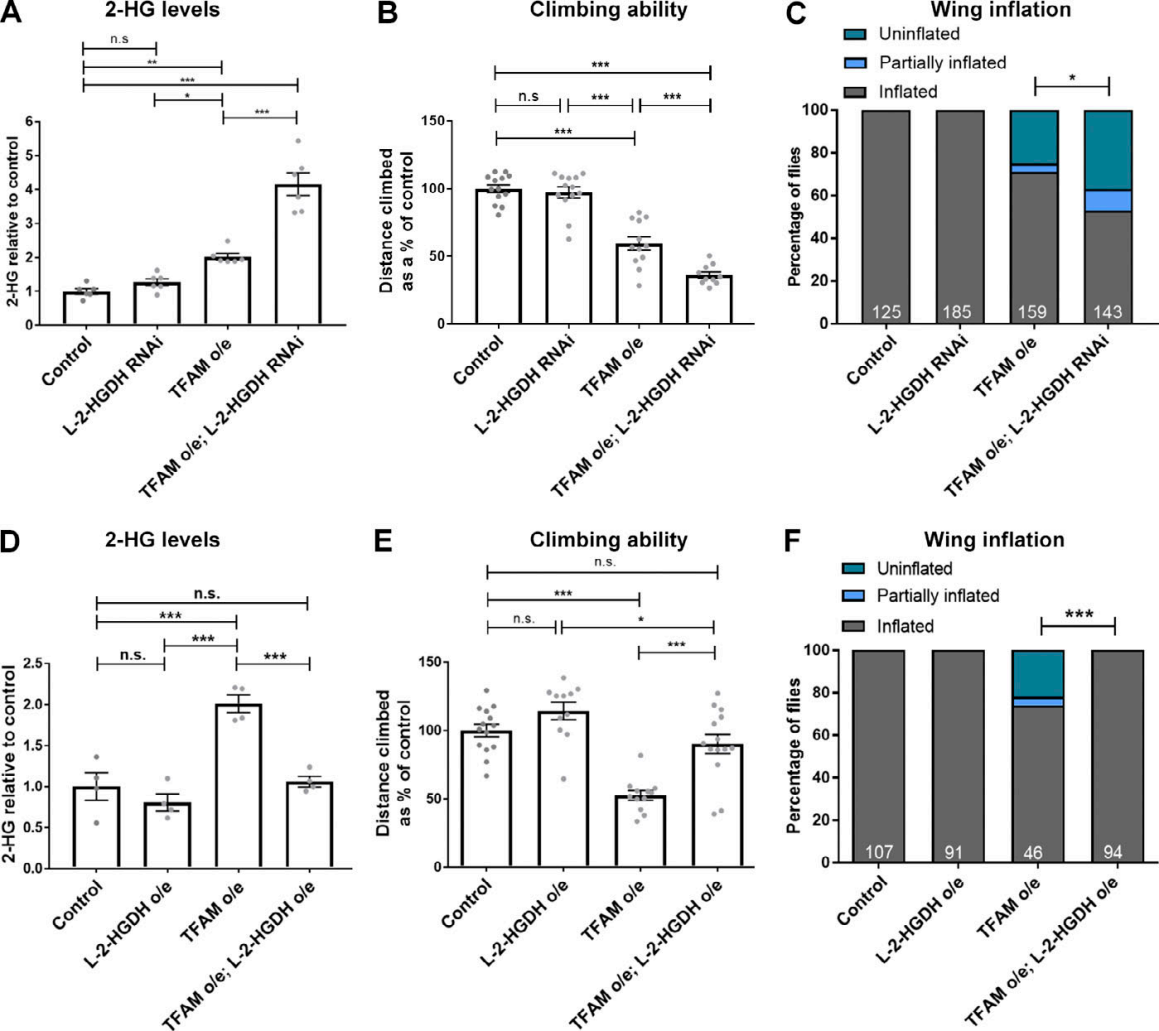
**Mitochondrial stress–induced L-2-HG regulates neuronal function. (A)** The increase in 2-HG levels caused by pan-neuronal TFAM overexpression (o/e) is exacerbated by L-2-HGDH knockdown. *n* = 6 for all genotypes. **(B)** L-2-HGDH knockdown enhances the climbing defect caused by pan-neuronal TFAM overexpression. Control *n* = 13, L-2-HGDH RNAi *n* = 13, TFAM overexpression *n* = 12, TFAM overexpression + L-2-HGDH RNAi *n* = 10. **(C)** L-2-HGDH knockdown enhances the wing inflation defect caused by pan-neuronal TFAM overexpression. Numbers of flies are shown in white. **(D)** L-2-HGDH overexpression prevents the increase in 2-HG levels caused by TFAM overexpression. *n* = 4 for all genotypes. **(E)** L-2-HGDH overexpression alleviates the climbing defect caused by pan-neuronal TFAM overexpression. Control *n* = 14, L-2-HGDH overexpression *n* = 11, TFAM overexpression *n* = 12, TFAM overexpression + L-2-HGDH overexpression *n* = 14. **(F)** L-2-HGDH overexpression alleviates the wing inflation defect caused by pan-neuronal TFAM overexpression. Numbers of flies are shown in white. *nSyb*-*Gal4* was used for pan-neuronal expression. Controls are *nSyb-Gal4* hemizygotes. Data are represented as mean ± SEM. n.s., not significant; *, P ≤ 0.05; **, P ≤ 0.01; ***, P ≤ 0.001.

### Mitochondrial stress disrupts calcium homeostasis and activates ATF4 via the ER UPR

ATF4 is regulated at the level of translation by phosphorylation of eukaryotic initiation factor 2α (eIF2α). Overexpression of TFAM causes increased levels of phospho-eIF2α (Fig. 5, A–C). In *Drosophila*, eIF2α can be phosphorylated by the kinases PERK and GCN2 (Malzer et al., 2013). The mitochondrial stress–induced activation of ATF4 is abolished by knockdown of PERK, but not GCN2 (Fig. 5, D–H; and Fig. S3, A–O). The PERK pathway is a branch of the ER UPR. To determine whether mitochondrial stress activates other branches of the ER UPR, we used a construct that reports on alternative splicing of the transcription factor XBP1 (Ryoo et al., 2007). XBP1 is a component of the IRE1 pathway and is alternatively spliced upon activation of the ER UPR. TFAM overexpression causes an increase in the alternative splicing of XBP1 (Fig. 5, I–K). Taken together, these data show that in *Drosophila* neurons, ATF4 activation, and the consequent increase in L-2-HG caused by mitochondrial stress are a result of activation of the ER UPR.

**Figure 5.**
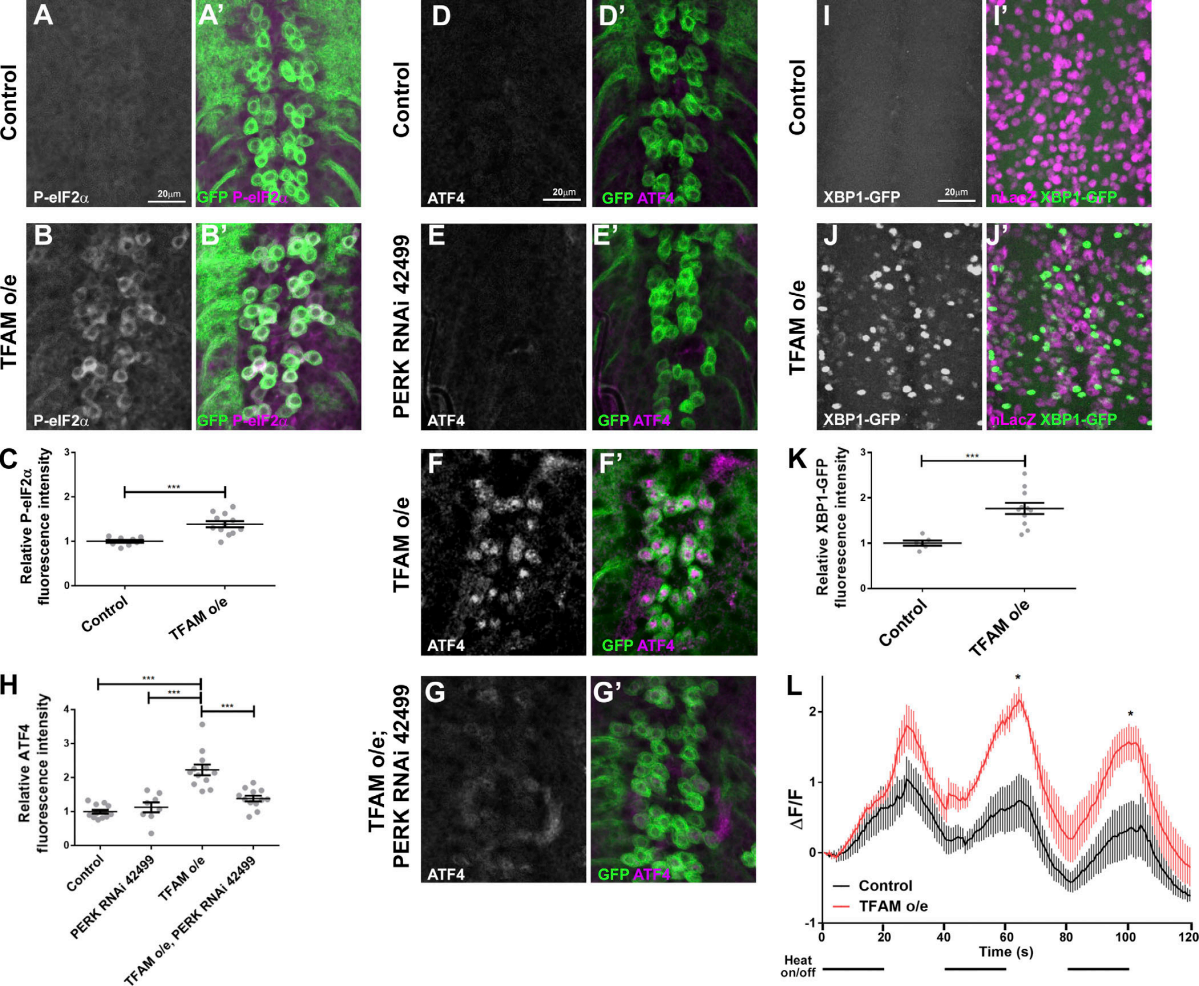
**Mitochondrial stress–induced activation of ATF4 via the ER UPR. (A–B′)** Compared with controls (A and A′), overexpression of TFAM in larval motor neurons causes increased expression of phospho-eIF2α (P-eIF2α; B and B′). P-eIF2α in white in A and B and magenta in A′ and B′. CD8-GFP (green) marks motor neurons. **(C)** Quantification of P-eIF2α expression. Control *n* = 8, TFAM overexpression *n* = 12. **(D–G′)** Knockdown of PERK (RNAi line 42499) prevents the increase in ATF4 expression (white in D–G and magenta in D′–G′) caused by overexpression (o/e) of TFAM in larval motor neurons using *OK371-Gal4*. CD8-GFP expression (green) marks motor neurons. **(H)** Quantification of ATF4 expression. Control *n* = 12, PERK RNAi *n* = 8, TFAM overexpression *n* = 12, TFAM overexpression + PERK RNAi *n* = 12. **(I–J′)** Compared with controls (I and I′), overexpression of TFAM in larval motor neurons using *OK371-Gal4* causes increased expression of XBP1-GFP (J and J**′**). XBP1-GFP in white in I and J and green in I′ and J′. nLacZ (magenta) marks motor neurons. **(K)** Quantification of XBP1-GFP expression. Control *n* = 6, TFAM overexpression *n* = 11. **(L)** TFAM overexpression in larval motor neurons disrupts activity-dependent Ca^2+^ buffering. Mean of traces for GCaMP6m fluorescence in motor neuron cell bodies (using *OK371-Gal4*) as TrpA1 channels were activated by 20-s on/off pulses of 25°C heat, as indicated by the horizontal black lines below the graph (line = heat on, space = heat off). Control = black trace (*n* = 5), TFAM overexpression = red trace (*n* = 5). Controls are *Gal4* hemizygotes. Data are represented as mean ± SEM. *, P ≤ 0.05; ***, P ≤ 0.001.

Increased ROS can activate mitochondrial stress response pathways, including the ER UPR (Quirós et al., 2016), but we previously showed that TFAM overexpression causes reduced glutathione redox potential in larval neurons (Cagin et al., 2015). Consistent with this finding, pan-neuronal TFAM overexpression causes decreased hydrogen peroxide levels in adult heads, which is not modified by ATF4 knockdown (Fig. S3 P), indicating that increased ROS do not mediate mitochondrial stress signaling via ATF4 in *Drosophila* neurons.

Insight into the mechanism by which mitochondrial stress activates the ER UPR may come from examination of the shared functions of mitochondria and the ER. Both organelles have critical roles in Ca^2+^ storage and buffering, and altered cellular Ca^2+^ homeostasis activates the ER UPR (Paillusson et al., 2016). To investigate whether mitochondrial stress disrupts cellular Ca^2+^ handling in *Drosophila* neurons, GCaMP6 was used to measure cytosolic Ca^2+^ in vivo. We find that TFAM overexpression does not alter basal cytosolic Ca^2+^ levels (Fig. S3, Q–S). However, GCaMP6 fluorescence is significantly increased in TFAM-overexpressing neurons during repetitive evoked neuronal activity (Fig. 5 L). This demonstrates that mitochondrial stress disrupts Ca^2+^ flux, and is therefore a potential mechanism by which the ER UPR and ATF4 are activated in *Drosophila* neurons.

Mitochondrial stress activates signaling pathways that enable mitochondria to control nuclear gene expression and cellular metabolism (Hunt and Bateman, 2018; Mehta et al., 2017). We have shown that in the *Drosophila* nervous system, mitochondrial stress disrupts Ca^2+^ homeostasis and triggers the ER UPR, resulting in activation of ATF4. ATF4 is a key element of the mitochondrial stress transcriptional response and reprograms neuronal metabolism. One result of the ATF4-dependent switch in metabolism is an increase in L-2-HG. Under conditions of mitochondrial stress, decreasing L-2-HG levels improves neuronal function, while increasing L-2-HG levels exacerbates neuronal dysfunction. Therefore, mitochondrial stress–induced L-2-HG regulates neuronal function in *Drosophila*.

The mitochondrial stress–induced increase in L-2-HG is conserved in other *Drosophila* models, mammalian cellular models, and patients with respiratory chain deficiency. Mutation of *Pink1*, which regulates mitochondrial quality control and is mutated in early onset familial Parkinson’s disease, or the mitochondrial citrate carrier gene *scheggia* in *Drosophila*, cause increased 2-HG (Li et al., 2018; Tufi et al., 2014). 2-HG levels are also increased by loss of the complex III subunit Rieske iron-sulfur protein in mouse regulatory T cells, and L-2-HG is increased in cells from patients with a form of the mitochondrial disease Leigh syndrome (Ansó et al., 2017; Burr et al., 2016; Weinberg et al., 2019). Metabolomic analysis has also shown that patients with mutations in respiratory chain complex I, complex III, or multiple complex deficiencies have increased 2-HG levels (Reinecke et al., 2012).

L-2-HG inhibits α-KG–dependent oxygenases, such as the histone lysine demethylase JMJD2A and hypoxia-inducible factor prolyl hydroxylases, and so has wide-ranging effects on cell physiology (Burr et al., 2016; Chowdhury et al., 2011; Losman and Kaelin, 2013). In addition, L-2-HG can bind to and inhibit mitochondrial ATP synthase, indirectly inhibiting mechanistic target of rapamycin signaling (Fu et al., 2015). In* Caenorhabditis elegans*, the moderate inhibition of mitochondrial function and mechanistic target of rapamycin signaling caused by increased L-2-HG results in extended lifespan (Fu et al., 2015). However, mice that are mutant for *L-2-HGDH* have high levels of L-2-HG in the brain, white matter abnormalities, and late-onset neurodegeneration (Ma et al., 2017). Patients with L-2-HGA have progressive encephalopathy, particularly affecting the cerebellar white matter (Kranendijk et al., 2012). The effects of high levels of L-2-HG are likely to be context-dependent, but neurons seem particularly sensitive to this metabolite. Our functional analyses suggest that modulating L-2-HG levels may be a potential therapeutic strategy for neurological diseases associated with mitochondrial dysfunction or persistent ATF4 activation.

## Materials and methods

### Fly strains and growth conditions

Flies were maintained on standard yeast, glucose, cornmeal, and agar food at 25°C in a 12-h light/dark cycle unless stated otherwise. Details of fly stocks are listed in Table S7. Fly stocks were from the Bloomington Drosophila Stock Center; the Vienna Drosophila Resource Center (Dietzl et al., 2007); the NIG-Fly Stock Center, Japan; and FlyORF. Pan-neuronal TFAM overexpression causes late pupal lethality, so to obtain viable adults, TFAM was pan-neuronally overexpressed in a *TFAM* loss-of-function heterozygous mutant background (*nSyb-Gal4, TFAM^c01716^*). For imaging experiments, embryos were laid over a 24-h period at 25°C, incubated for a further 24 h at 25°C, and then incubated at 29°C for 3 d before analysis, unless stated otherwise.

### Behavioral analysis

For all assays using flies with neuronal dysfunction, vials were placed on their sides during eclosion to prevent flies from becoming stuck in the food. For climbing assays, male flies of appropriate genotype were selected under CO_2_ anesthesia, within 24 h of eclosion. Assays were undertaken 24–48 h later to allow the flies to recover from the anesthetic, 1–3 h after morning illumination. Individual flies were aspirated from a vial into a 10-ml serological pipette (Falcon). Flies were relocated to the base of the pipette by tapping against the bench. The height obtained in three continuous 10-s climbs was measured for each fly, and the mean computed to give the data point for that insect. Wandering (i.e., nonvertical) or discontinuous climbs were excluded.

For wing inflation assays, all flies that eclosed from each cross were collected under CO_2_ anesthesia, and stored at 25°C for ≥24 h to ensure that an uninflated wing phenotype was not due to young age. The numbers of flies with inflated, semi-inflated, and uninflated wings were then counted.

Viability assays were performed by counting the number of pupae containing flies that failed to eclose and empty pupal cases from which viable flies has successfully eclosed.

### Immunofluorescence and imaging

Images were taken using a Zeiss LSM710 confocal microscope with Zen 2012 LSM software or a Nikon A1R confocal microscope with NIS Elements software, as described below. Images were taken at room temperature unless stated otherwise. Imaging of controls and experimental samples in each experiment was performed using identical confocal microscope settings.

For larval CNS imaging, fly crosses were left to egg-lay at 25°C for 3 d. The adults were then removed and the embryos incubated at 29°C (to enhance Gal4 activity) until dissection at the third instar larval stage. For fixed CNS tissue imaging, larvae were removed from their vials, cleaned in ice-cold PBS (Oxoid; Thermo Fisher Scientific), and then transferred to a drop of PBS on a Sylgard plate. The larvae were bisected with forceps (Agar Scientific) and the mouth end retained in the PBS. The cuticle was then inverted by coaxing the open end of the larvae over forceps holding the mouth parts. After the viscera was removed, the inverted cuticle with attached CNS was transferred to a 0.5-ml Eppendorf and fixed for 25 min in 4% formaldehyde (Thermo Fisher Scientific)/PBS. After three 10-min washes with 0.1% Triton X-100 (Sigma-Aldrich)/PBS (PBS-T), the samples were blocked for 1 h in 5% normal goat serum (Yorlab)/PBS-T. The relevant primary antibodies were applied in 5% normal goat serum/PBS-T and left rocking overnight at 4°C. After three further 10-min PBS-T washes, the samples were incubated with secondary antibody/PBS-T at room temperature for 1 h, and then washed 2× with PBS-T and 1× with PBS (10 min per wash). The samples were then transferred in PBS onto SuperFrost Plus microscope slides (Thermo Fisher Scientific), where the cuticle was removed and the CNS mounted dorsal side up in Vectashield (Vector Laboratories) under 22 × 22-mm size-0 coverslips (Academy). The slides were stored at 4°C in the dark. Images were taken on a Zeiss LSM710 confocal microscope with an EC Plan Neofluar 40× NA 1.3 oil immersion lens.

For imaging adult brains, crosses were incubated at 25°C. 2–5 d after eclosion, each adult fly was briefly anaesthetized using CO_2_, then immobilized ventral side up with a micro-pin (Entomoravia) through the thorax on Sylgard in PBS. Adult brains were then dissected using fine tweezers, fixed for 30 min in 4% formaldehyde (Thermo Fisher Scientific)/PBS, and stained in the same way as larval CNS tissue. Images were taken using a Nikon A1R confocal microscope with a CFI PLAN APO VC 20× NA 0.75 lens.

Primary antibodies were P-eIF2α (1:500; rabbit anti-phospho-eIF2α [Ser51]; Cell Signaling Technology 9721), ATF4 (1:250; rat; this study), β-gal (1:1,000; mouse anti-β-galactosidase; Z378A; Promega). Secondary antibodies were goat anti-mouse Alexa Fluor 633 (A21052; Invitrogen), goat anti-rabbit Alexa Fluor 546 (A11035; Invitrogen), goat anti-rat Alexa Fluor 555 (A21434; Thermo Fisher Scientific), and Cy5 AffiniPure donkey anti-rat (JIR 712-175-153).

For quantification of fixed immunostained tissue with membrane marker (CD8-GFP), maximum intensity projections of z-stacks through the dorsal side of the ventral nerve cord were obtained in ImageJ. 50 points in the nuclear or cytoplasmic region of interest were then selected in the marker channel (CD8-GFP) without reference to the channel of interest. The average fluorescence intensity of those 50 points was then obtained in the channel of interest.

For basal GCaMP6m imaging, larvae were dissected in Schneider’s medium (Sigma-Aldrich) and the CNS then transferred to a SuperFrost Plus microscope slide (Thermo Fisher Scientific). A coverslip was applied with 15 µl of Schneider’s underneath to hydrate the sample and sealed with nail polish. z-Stacks were taken with a Zeiss LSM710 confocal microscope, a 20×, NA 0.8 Plan Apochromat objective, using the 488 nm laser, with 1-µm inter-slice intervals. Maximum intensity projections were created in ImageJ. 50 points were selected in fluorescent regions, and the average of those points was computed to give the mean fluorescence for each sample.

For thermogenetically stimulated GCaMP6m imaging, wandering third instar larvae were bisected and the cuticle inverted in hemolymph-like 3.1 (HL3.1) media (70 mM NaCl, 5 mM KCl [Thermo Fisher Scientific], 1.5 mM CaCl_2_ [Sigma-Aldrich], 4 mM MgCl_2_ [Sigma-Aldrich], 10 mM NaHCO_3_ [Life Technologies], 5 mM Trehalose [Thermo Fisher Scientific], 115 mM sucrose [Sigma-Aldrich], and 5 mM Hepes [Alfa Aesar]). The CNS was dissected from the inverted cuticle and retained on the microscope slide in residual HL3.1. A 1-mm-thick, 10-mm–external diameter rubber O-ring was placed around the CNS to serve as a mold for the agarose that was used to immobilize the sample during imaging. The O-ring was flooded with molten 1% low-melt agarose (2-hydroxyethyl agarose [Sigma-Aldrich] in HL3.1 media) ejected from a P1000 pipette with sufficient force to carry the CNS to the surface of the agarose. The slide was then placed in the refrigerator for ∼5 min to allow the agarose to set, after which the O-ring was carefully removed and a 22 × 22-mm size-0 coverslip was placed directly onto the agarose. Activation of the TrpA1 channel was achieved via a peltier (Hebei TEC1-12706) secured flush underneath the microscope slide during imaging. The peltier was connected to the Thurlby Thandar PL154 powerpack (RS Components) and calibrated to ramp to a temperature of 25°C using an infrared thermometer (GM320; L-FENG-UK) pointed at the surface of the peltier while the voltage was adjusted. Time series were taken with a Zeiss LSM710 confocal microscope at 2 Hz using a 20×, NA 0.8, Plan Apochromat objective and a 488-nm laser. Times series were quantified by plotting the profile of 50 points (selected within the cell bodies) across each frame in ImageJ.

### Amplex red assay

10 Snap-frozen adult fly heads were ground using a plastic pestle in 300 µl of Amplex red buffer (50 µM Amplex red [Thermo Fisher Scientific] and 1 U/ml HRP [Sigma-Aldrich] in PBS). Samples were incubated in the dark at 37°C for 1 h, with mixing every 15 min. Samples were then centrifuged at 14,000 rpm for 1 min, and 200 µl supernatant per well was added to a 96-well plate. Absorbance was read at 560 nm using a CLARIOstar microplate reader (BMG Labtech). For each genotype, five biological replicates were analyzed and the average absorbance was calculated.

### ATF4 antibody creation

A 180-bp region common to all isoforms of *Drosophila* ATF4, but upstream of the conserved DNA binding domain, was amplified from genomic DNA using primers 5′-ATA​TTGGA​TCCGAA​TGT​CTT​TTG​GAC​CAA​AAG​GC-3′ and 5′-AGC​GACTC​GAGAGC​CAT​CAT​TGA​GCT​GGT​AAT-3′, digested with BamHI and XhoI (enzyme sites underlined in primers) and cloned into pGEX4T-2 (Amersham). The ATF4-GST fusion protein was overexpressed in BL21 (DE3) cells and purified using glutathione sepharose beads (4B; GE Healthcare). Purified ATF4-GST was used to immunize Sprague Dawley rats (Envigo RMS UK) and generate antisera.

### Quantitative RT-PCR (qRT-PCR)

qRT-PCR was performed as described previously (Cagin et al., 2015) but using the following primers: ATF4 forward, 5′-ATT​CAC​TGC​TGC​CGC​AAA​A-3′; ATF4 reverse, 5′-GTT​CAA​CGT​TGC​CTT​TTG​GT-3′; Rpl4 forward, 5′-TCC​ACC​TTG​AAG​AAG​GGC​TA-3′; and Rpl4 reverse, 5′-TTG​CGG​ATC​TCC​TCA​GAC​TT-3′.

### RNA sequencing transcriptomic analysis

For each replicate, 20 CNSs were dissected from third instar larvae in cold PBS and placed into 100 µl of lysis buffer + β-mercaptoethanol from the Absolutely RNA Microprep kit (Agilent Technologies). Each genotype was prepared in quadruplicate. RNA was extracted from the CNS tissue using the Absolutely RNA Microprep kit according to the manufacturer’s protocol. The samples were sent on dry ice to the Next-Generation Sequencing Laboratory at Glasgow Polyomics, where they prepared polyA cDNA libraries using the TruSeq Stranded mRNA kit (Illumina), and oversaw 75-bp single-end sequencing at a depth of 25 million reads on the Illumina NextSeq 500. The raw unaligned reads were received in fastq format and mapped to the *Drosophila melanogaster* dm6 genome using Bowtie2 (Galaxy Version 2.3.4.2) software (Trapnell et al., 2012). Alignment quality was ≥92% overall read alignment for all samples. Raw fragment counts were generated from the BAM files via the featureCounts (Galaxy Version 1.6.3+galaxy2) program (Liao et al., 2014) and fed into the DESeq2 program (Galaxy Version 2.11.40.6; Love et al., 2014) to analyze differential gene expression. Bowtie2, featureCounts, and DESeq2 were all accessed via the web-based user interface software Galaxy (http://usegalaxy.org; Afgan et al., 2018) using default settings. RNA sequencing data are deposited in the GEO repository under accession no. GSE128244.

A gene was considered to be significantly up- or down-regulated if the fold change was greater than or equal to ±1.2, the adjusted P value <0.05 and the fragments per kilobase of transcript per million mapped reads ≥1 in at least one condition. The expression of a gene that was significantly up- or down-regulated by TFAM overexpression compared with control (Table S1) was considered to have been reversed by ATF4 knockdown (Table S5) if it showed significant, but opposite, regulation when the TFAM overexpression condition was compared with the TFAM overexpression combined with the ATF4 knockdown condition (Table S4).

### Metabolomic analysis

20 2–5-d-old adult flies (equal numbers of males and females) were snap-frozen on liquid nitrogen in a 15-ml Falcon tube and then vortexed for 5 s five times to decapitate. Heads were then quickly separated and stored at −80°C. Soluble metabolites were extracted directly from tissue using cold methanol/water (80/20, vol/vol) at 1 µl per 10 µg of tissue. Tissue was disrupted for 15 s by ultrasonication (Branson Sonifier 250). Debris were pelleted by centrifugation at 18,000 × *g* for 15 min at 4°C. The supernatant was transferred to a new tube and evaporated to dryness using a SpeedVac concentrator (Thermo Fisher Scientific). Metabolites were reconstituted in 50% acetonitrile in analytical-grade water, vortex-mixed, and centrifuged to remove debris. Samples were analyzed by HPLC and high-resolution mass spectrometry and tandem mass spectrometry (MS/MS). Specifically, the system consisted of a Q-Exactive in line with an electrospray source and an Ultimate3000 (Thermo Fisher Scientific) series HPLC consisting of a binary pump, degasser, and auto-sampler outfitted with an Xbridge Amide column (dimensions of 4.6 × 100 mm and a 3.5-µm particle size; Waters). Mobile phase A contained 95% (vol/vol) water, 5% (vol/vol) acetonitrile, 10 mM ammonium hydroxide, and 10 mM ammonium acetate, pH 9.0; and mobile phase B was 100% acetonitrile. The gradient was as follows: 0 min, 15% A; 2.5 min, 30% A; 7 min, 43% A; 16 min, 62% A; 16.1–18 min, 75% A; 18–25 min, and 15% A with a flow rate of 400 µl/min. The capillary of the electrospray ionization (ESI) source was set to 275°C, with sheath gas at 45 arbitrary units, auxiliary gas at 5 arbitrary units, and the spray voltage at 4.0 kV. In positive/negative polarity switching mode, a mass-to-charge ratio scan range from 70 to 850 was chosen, and MS1 data were collected at a resolution of 70,000. The automatic gain control target was set at 10^6^, and the maximum injection time was 200 ms. The top five precursor ions were subsequently fragmented in a data-dependent manner, using the higher energy collisional dissociation cell set to 30% normalized collision energy in MS2 at a resolution power of 17,500. Resolution of enantiomers of 2-HG was accomplished by derivatization with diacetyl-L-tartaric anhydride (DATAN) in acetic acid after the above SpeedVac step and measured by HPLC-MS/MS as previously described (Oldham and Loscalzo, 2016).

For separation of DATAN derivitized D- and L-2-HG, samples were analyzed by HPLC-MS/MS, which consisted of a TSQ in line with an electrospray source and an Vanquish (Thermo Fisher Scientific) series HPLC consisting of a binary pump, degasser, and auto-sampler outfitted with an Ascentis Express C18 colume (dimensions of 2.1 × 150 mm and a 2.7-µm particle size; Supelco). Liquid chromatography was performed using a 98% buffer A (water with 2 mM amonium formate, pH 3.5, adjusted by formic acid) and 2% buffer B (methanol) isocratic elution of 10 min per sample. In negative mode, the capillary of the ESI source was set to 325°C, with sheath gas at 50 arbitrary units, auxiliary gas at 10 arbitrary units, and the spray voltage at 2,500 V. S-lens values were 37 V and reactions monitored, and collision energies were mass-to-charge ratio 363.06 → 147.03 (20 V).

Data acquisition and analysis were performed by Xcalibur 4.1 software and Tracefinder 4.1 software, respectively (both from Thermo Fisher Scientific). The peak area for each detected metabolite was normalized by the total ion count. 2-HG chromatograms were generated with Xcalibur software with spectral smoothing algorithm boxcar 15.

### Statistical analyses

GraphPad Prism (GraphPad Software) was used to create graphs and for statistical analysis. Pairwise comparisons were analyzed via unpaired two-tailed *t* test, with Welch’s correction applied if the variances of the samples were significantly different. Data requiring multiple comparisons were analyzed by parametric one-way ANOVA with Tukey’s post hoc test. Global metabolite analysis was performed using the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli (Benjamini et al., 2006), with a false discovery rate (Q) = 5%. χ^2^ tests were used to analyze categorical data. P values <0.05 were considered significant.

### Online supplemental material

Fig. S1 shows ATF4 expression, control climbing and wing inflation assays, and ATF4 qRT-PCR. Fig. S2 shows that 2-HG measured in heads from flies with pan-neuronal TFAM overexpression is predominantly the L enantiomer. Fig. S3 shows that mitochondrial stress–induced ATF4 activation requires PERK but not GCN2. Table S1 shows genes misregulated by TFAM overexpression. Table S2 shows genes misregulated by ATF4 overexpression. Table S3 shows genes that are commonly regulated by TFAM overexpression and ATF4 overexpression. Table S4 shows genes whose expression is modified by ATF4 knockdown. Table S5 shows genes whose expression is reversed by ATF4 knockdown. Table S6 shows metabolomic analysis of adult heads from flies with pan-neuronal (nSyb-Gal4) TFAM overexpression, ATF4 knockdown, or TFAM overexpression together with ATF4 knockdown and controls. Table S7 shows details of *Drosophila* lines.

## Supplementary Material

Reviewer comments

Supplemental Materials

Tables S1-S6

How the deposited data were processed for this re-analysis (not part of the article)

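The samples were larval CNSs, 20 per replicate, from 4 genotypes with 4 replicates each. Larvae were kept at 25°C. The authors mapped 75-bp single-end reads of polyA libraries to the dm6 genome with Bowtie2 and counted them per gene with featureCounts, both at default settings in Galaxy. The deposited values are raw counts, whole numbers for 17698 genes in each of the 16 libraries, and no normalization had been applied by the authors. The gene annotation used for counting and its strand setting are not stated in the paper's text. All normalization and all log2 values were computed from these counts. The top 10 genes took between 5.78% and 7.54% of the counts of a library.

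Gene identifiers were matched to the annotation of BDGP release 6 (Ensembl release 115), in which 17560 of the 17698 had a symbol and an exon length and 138 had none. Genes without a symbol stayed in all tests. The 38 genes of the mitochondrial genome in the files had 0 counts in every library and entered no test. These 0 counts do not measure expression, since mapping or counting may have left the mitochondrial genome out, which was not tested. Genes whose exons overlap those of another gene are described as such where they are named. For lncRNA:CR44138, Tret1-1, AsnS, lncRNA:CR46123 and Cnx14D, the overlap named is of the gene spans and not of exons. The paper's name ImpL3 was used for the gene now called Ldh.

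Replicates of a genotype differed by more than sampling noise, with a chi-square per degree of freedom between 8.64 and 368, so that each counted as a separate sample. The replicate numbers were tested for pairing by correlating, over genes above 1 CPM and on log2 CPM with 1 added, the differences from the genotype mean of libraries with the same number. A correlation above 0.1 was found for 2 of 4 numbers between control and TFAM overexpression, 1 of 4 between control and ATF4 overexpression, 1 of 4 between TFAM overexpression and the knockdown, and 3 of 4 between control and the knockdown. The numbers were therefore not taken to pair the libraries, and a block for the replicate number was run only as an alternative.

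Differential expression was tested in R 4.3.3 with edgeR 4.0.16, using TMM normalization, its filter on low counts (filterByExpr), and its quasi-likelihood fit and test, on the 8 libraries of each pair of genotypes. P values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p under 0.05 with a fold change of at least 1.2. The standard error of a log2 fold change was taken from the fold change and the test statistic. The comparisons were control versus TFAM overexpression, control versus ATF4 overexpression, TFAM overexpression versus TFAM overexpression combined with ATF4 RNAi, and control versus TFAM overexpression combined with ATF4 RNAi, which the paper does not report. A gene was reversed when it was called in opposite directions between control and TFAM overexpression and between TFAM overexpression and the knockdown. Correlations used Pearson's r on signed fold changes, with all orderings of the genes enumerated below 10 genes and 1e+05 permutations otherwise. Differences in CPM of a single gene were tested by an exact permutation of the 8 libraries. Folds against a genotype at the floor of 3 counts are lower bounds computed from that floor.

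The comparisons, thresholds, gene lists, rule for named genes and most alternatives were chosen before the data were examined, and the text says where one was chosen after seeing the data. The text names the targeted genes TFAM and crc, genes that the paper's text or Fig. 2 names, the genes that Table S3 lists with opposite directions, members of the gene lists, and for each comparison the 3 genes with the largest fitted rise and the 3 with the largest fitted fall among called genes whose replicates were separated. Genes shared between comparisons, and Thor, were named after their values were seen. The recomputed alternatives cover the gene and comparison pairs that the text reports, a restriction also made after the values were seen.

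Gene lists were tested with camera in limma 3.58.1 with its preset correlation, and with fry and camera's estimated correlation as alternatives. They covered mitochondrially encoded mRNAs, glycolysis, serine and one-carbon metabolism, the ER unfolded protein response, fat body, larval cuticle, salivary gland, muscle, hemocyte, ring gland, male dosage compensation RNA, ecdysone response, glia, neuron and neuroblast. Of their 117 genes, 2 had no identifier in the files. A list with under 3 genes tested was given no set test.

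The alternatives were DESeq2 1.42.0 with and without a prior on fold changes, its size factors in edgeR, no filter on low counts, no fold change threshold or a threshold of 1.5, a test against a fold change of 1.2, an FPKM of at least 1 from exon lengths, a fit of all 4 genotypes together, the replicate block, and leaving out each library in turn. Alternatives chosen after seeing the data were DESeq2 with its prior and the FPKM threshold together, the library set of Table S4, a covariate for the gene length trend of each library, and leaving out libraries in the correlations over genes. The calling step was tested on simulated counts in which 200 genes were changed 2-fold. edgeR, run on 9223 genes, recovered 75.5% of these with 13 false calls among 164. DESeq2, run on 9355 genes, recovered 89.0% without its prior, with 61 false calls among 239, and 88.5% with it, with 61 among 238. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The metabolomic, behavioural and imaging experiments were not analysed here.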

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

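The tests in this part were all chosen only after the result was seen, except the count of splits of the 8 libraries.

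Among 147 groups of 4 replicates, 8 had a replicate whose distance to its nearest neighbour took up most of the range of the group, where chance gives 7.35 such groups. Xbp1 had 623 CPM in TFAM overexpression replicate 2, against 416 CPM in the next. CG42329 had 2.59 CPM in control replicate 4, against 1.28 CPM in the next, and AsnS had 81.9 CPM in knockdown replicate 3, against 73.7 CPM in the next. These replicates differ in the slope of expression on gene length, so the median change of genes of like length was removed. The share of the range taken by the gap was then 0.873 for Xbp1 and 0.904 for CG42329, each still above the limit that sets a replicate apart. For CG42329 this argues against gene length as the whole cause. Over all 16 libraries Xbp1 was highest in control replicate 3 (741 CPM), TFAM overexpression replicate 2 (623 CPM) and knockdown replicate 4 (588 CPM). These had the lowest slopes on gene length (-0.424, -0.186 and -0.142), so a part of that trend stays open for Xbp1. For AsnS the share fell to 0.238, so gene length may account for that replicate. As replicates of a genotype share their condition, no biological explanation was tested.

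Tissue attached to the CNS is a candidate explanation for replicates apart in the gene lists. Each value is set against that of the next highest replicate of the same genotype, so it does not rank the libraries of different genotypes. Over all 16 libraries the larval cuticle list was highest in control replicate 4 (237.4 CPM) and at least 65.78 CPM in every control. The salivary gland list was highest in TFAM overexpression replicate 3 (196.9 CPM), with 191.3 CPM in knockdown replicate 4 and 105.5 CPM in knockdown replicate 2. The muscle and hemocyte lists were highest over all 16 in the replicates named below. The muscle list had 221 CPM in control replicate 4, against 77.95 CPM, and 9 of its 10 members were highest in that replicate. Among them Act57B, which overlaps a small nucleolar RNA gene, had 64.9 CPM against 19.3 CPM. The salivary gland list had 36.9 CPM in the same replicate, against 6.63 CPM, and all 4 members above 1 CPM in control were highest there, with Sgs7 at 12.5 CPM against 1.88 CPM. The larval cuticle list had 184 CPM in knockdown replicate 1, against 32.2 CPM, and 4 of 5 members were highest there, with Lcp1 at 92.4 CPM against 14.3 CPM. The hemocyte list had 86.6 CPM in replicate 1 labelled ATF4 overexpression, against 60.3 CPM, and 4 of 5 members were highest there, with Pxn, which overlaps CG16986 and lncRNA:CR45660, at 69.9 CPM against 53.0 CPM. These values are consistent with carried-over tissue. The larval cuticle list also had 30.4 CPM in TFAM overexpression replicate 1, against 18.1 CPM, with Lcp1 at 16.2 CPM against 9.02 CPM. With 3 of 4 members highest there, carried-over cuticle and variation of single genes cannot be told apart, because 4 members are too few. The salivary gland reading rests on as few members, although all 4 were highest in control replicate 4. Above 1 CPM in all 16 libraries were 10 of 10 muscle genes, 0 of 6 salivary gland genes, 4 of 8 cuticle genes and 2 of 5 hemocyte genes, none of these genes is in another list, and 4 cuticle genes are in the paper's tables. A difference in age or handling between replicates was not tested.

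Between control and TFAM overexpression combined with ATF4 RNAi, which the paper does not report, 53 of 9421 genes tested were misregulated, 37 up-regulated and 16 down-regulated, and 443 had an unadjusted p under 0.05. All 53 were separated, as were 3.59% of the genes tested, against 2.86% by chance. Only the real split among the 35 splits of the 8 libraries called as many genes (1 of 35), and the other 34 called none. Left out one at a time, single libraries gave between 31 and 68 genes, with 31 without control replicate 1, 32 without control replicate 2, 33, 34 and 31 without knockdown replicates 1, 3 and 4, and 68 without control replicate 3. Of the 53 genes, 14 were also called between control and TFAM overexpression, 22 in the libraries labelled ATF4 overexpression, in which crc was not raised, 21 between TFAM overexpression and the knockdown, and 8 in none of these. The largest fitted rises were those of sordd2 and CR44383, at least 104-fold and 29.3-fold higher, and lncRNA:CR40469 (log2 fold change 6.21, standard error 0.49, adjusted p = 0.000781 from edgeR's test). The largest fitted falls were those of Ada1-1 and lncRNA:CR45625, at least 13.5-fold and 6.30-fold lower, and Cnx14D (log2 fold change -3.64, standard error 0.23, adjusted p = 0.000263 from edgeR's test). Cnx14D overlaps para on the same strand. With the gene length trend as a covariate, chosen after seeing the data, 178 genes were called, among them all 53, so the calls do not rest on leaving that trend in. Of the 39 genes not called between control and TFAM overexpression, 21 were called between TFAM overexpression and the knockdown, all 21 in the same direction as here, which argues against TFAM overexpression alone for them. For the other 32 genes, 14 called in TFAM overexpression and 18 in neither comparison, TFAM overexpression alone cannot be told apart from an effect of the RNAi line, because genes just short of the threshold in 1 comparison are not shown to be unchanged there. A strain difference between the lines and a biological effect of the knockdown both stay open.

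The gene y, outside those the paper discusses, had a mean of 68.1 CPM in the 4 libraries with ATF4 RNAi, the lowest at 55.6 CPM, against at most 3.51 CPM in any of the others. The RNAi insertion could carry marker genes. A second such gene, v, had at least 6.51 CPM in every knockdown library and at most 0.392 CPM in any other, and ftz, chosen after its values were seen, at least 2.06 CPM against 0.472 CPM. Markers on the insertion are a candidate explanation for y and v, and a biological effect of ATF4 knockdown on them was not tested. Knockdown replicate 3 had 77.2 CPM of y and 7.67 CPM of v, while replicate 4 labelled ATF4 overexpression had 1.17 and 0.392 CPM.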

How the results depend on the processing

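Under DESeq2's size factors in edgeR, no filter on low counts, no fold change threshold, a threshold of 1.5, a test against a fold change of 1.2 or an FPKM of at least 1 in edgeR, the 4 counts of misregulated genes and the counts of shared and reversed genes all stayed within 1.5 times the reported count. Counts are given below in the order control versus TFAM overexpression (reported as 28), control versus the libraries labelled ATF4 overexpression (72), TFAM overexpression versus the knockdown (52), control versus the knockdown (53), shared genes (5) and reversed genes (8).

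DESeq2 without a prior gave 121, 209, 165, 132, 29 and 44 genes. DESeq2 with its prior gave 119, 210, 151, 127, 29 and 42. On simulated counts DESeq2 also made more calls than edgeR, both true and false. A fit of all 4 genotypes gave 92, 147, 66, 94, 29 and 25, with the count of 66 within 1.5 times the reported one. The replicate block gave 9, 21, 21, 36, 1 and 2, with the count of 36 within 1.5 times the reported one. It kept 9 of the 28, 20 of the 72 and 21 of the 52 genes. DESeq2 with its prior and the FPKM threshold, chosen after seeing the data, gave 102, 170, 129, 105, 27 and 35. The gene length trend as a covariate, also chosen after seeing the data, gave 100, 172, 149, 178, 23 and 37, and called 28, 70, 52 and 53 of the genes reported in the 4 comparisons. With replicate 4 labelled ATF4 overexpression in place of knockdown replicate 3, chosen after seeing the data, edgeR called 21 genes between TFAM overexpression and the knockdown and reversed 7, while DESeq2 with its prior reversed 29, and 24 with the FPKM threshold. Apart from the simulated counts for DESeq2, the cause was not tested.

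Leaving out each library in turn, which lowers the number of samples, gave from 17 to 26, 29 to 131, 27 to 71 and 31 to 68 genes in the 4 comparisons. The lowest and highest came without TFAM overexpression replicate 1 or 3 and control replicate 4, without replicate 3 labelled ATF4 overexpression and control replicate 3, without knockdown replicate 3 and TFAM overexpression replicate 2, and without control replicate 1 or knockdown replicate 4 and control replicate 3. Shared genes went from 3 to 5, with 3 without control replicate 4 and without replicates 1, 2 or 4 labelled ATF4 overexpression, and reversed genes from 6 to 9.

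Of the correlations over called genes, the r2 of 0.983 over shared genes fell to 0.923 and that of 0.575 over reversed genes to 0.390 without the gene with the largest fold change, neither past the threshold with 4 and 7 genes. With 1 library left out they were from 0.904 to 0.995, in the 8 of 12 fits that left at least 4 genes, and from 0.0644 without knockdown replicate 3 to 0.747 without control replicate 4. Over shared genes the correlation was no longer past the threshold without control replicate 2, and over reversed genes without control replicate 2, TFAM overexpression replicates 1 or 3, or knockdown replicate 3. With log2 fold changes they were 0.956 and 0.868, with the genes of the paper's tables 0.870 and 0.595, and with DESeq2 and its prior 0.555 and 0.867, all past the threshold. Pearson's r between the libraries labelled ATF4 overexpression and the knockdown, reported as 0.55, stayed positive and past the threshold under every alternative run, from 0.14 with DESeq2 and its prior to 0.67 with the replicate block, and from 0.49 to 0.63 with 1 library left out. Spearman's rho, reported as 0.158, did not stay positive under every alternative, and was from 0.0151 to 0.353 with 1 library left out. It was -0.0277 with DESeq2 and its prior, -0.0364 with the FPKM threshold added, 0.00102 without the prior, 0.0153 with a fit of all 4 genotypes, 0.0497 with the length covariate and 0.439 with the replicate block.

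Small changes turned direction for 4 results of named genes, none of them past the threshold either way. The log2 fold change of crc in TFAM overexpression was 0.00412 without the filter, 0.0365 with the length covariate, and from -0.0880 to 0.0531 with 1 library left out. With the covariate, that of Gcn2 was -0.00650 and of Xbp1 0.12, and with 1 library left out they were from -0.0180 to 0.25 and from -0.27 to 0.18. That of ImpL3 between control and the knockdown was from -0.68 to 0.0948 with 1 library left out. Among the named genes and the 12 list calls, DESeq2 with and without its prior each called 8 more, the fit of all 4 genotypes 6 more and the length covariate 5 more. The replicate block lost 12 calls, leaving out the filter lost 1, CG33099, and the substituted library lost 1, Thor in the knockdown, or 2 with DESeq2 and its prior, v and Thor, for which that fit gave no adjusted p. With 1 library left out, 39 calls were lost and 3 gained over all fits. Of the 12 list calls, 10 were lost under fry and 12 under camera's estimated correlation. Of the 52 list results, those not called with all libraries gained 21 calls over the fits that left out 1 library and 5 with the replicate block. Camera's direction turned in at least 1 alternative for 22 of the 52, none of them called with all libraries, and 2 of the turned fits were past the threshold, both without control replicate 4, namely muscle in TFAM overexpression (adjusted p = 0.0289) and glycolysis between control and the knockdown (0.00191).

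The depth limits the folds of genes at the floor, such as sordd2, CG12607 and CG11634, to lower bounds.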

Differences from the paper's values

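A count is said to close a gap here when neither it nor the paper's count is more than 1.5 times the other, which can leave it well above or below the paper's, and a log2 fold change when it has the paper's sign and differs by no more than the larger standard error. The paper reports 87 genes misregulated by TFAM overexpression, and 28 were called here. Of the alternatives set before the data were examined, DESeq2 without its prior (121), DESeq2 with its prior (119) and a fit of all 4 genotypes (92) closed the gap, and the others did not. For ATF4 overexpression the paper's count is 149 and the count here 72. DESeq2 without its prior (209), DESeq2 with its prior (210), a fit of all 4 genotypes (147) and leaving out control replicate 3 (131) closed this gap, and the others set before the data were examined did not. DESeq2 with its prior and the FPKM threshold (102 and 170) and the gene length covariate (100 and 172) also closed both gaps, and were chosen after seeing the values.

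The paper's count of genes misregulated in both is 24, and the count here is 5. DESeq2 without and with its prior and a fit of all 4 genotypes, each with 29 genes, closed the gap, and the others set before the data were examined did not. DESeq2 with its prior and the FPKM threshold (27) and the gene length covariate (23) closed it too, and were chosen after seeing the values. The paper's count of reversed genes is 22, and the count here is 8. A fit of all 4 genotypes (25) was the only alternative set before the data were examined that closed the gap. DESeq2 with its prior and replicate 4 labelled ATF4 overexpression in place of knockdown replicate 3 (29), and the same with the FPKM threshold (24), also closed it, and were chosen after seeing the values.

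By direction, the paper's Table S1 has 49 genes higher and 38 lower in TFAM overexpression, against 25 and 3 here. DESeq2 without its prior (68 and 53), DESeq2 with its prior (69 and 50) and a fit of all 4 genotypes (63 and 29) closed both gaps, as did, chosen after seeing the values, DESeq2 with its prior and the FPKM threshold (57 and 45) and the gene length covariate (70 and 30). The paper's Table S2 has 63 genes higher and 86 lower, against 36 and 36 here. A fit of all 4 genotypes (68 and 79) closed both gaps, DESeq2 without and with its prior (113 lower each) the second, and leaving out control replicate 3 (67 and 64) both. Chosen after seeing the values, DESeq2 with its prior and the FPKM threshold (75 and 95) and the gene length covariate (87 and 85) closed both. The paper's Table S4 has 12 genes higher with ATF4 knockdown, against 22 here. The test against a fold change of 1.2, the replicate block (11) and 7 of the 8 fits that left out 1 library closed the gap, as did DESeq2 with its prior and the substituted library, with and without the FPKM threshold, chosen after seeing the values.

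The r2 of fold changes over genes shared by TFAM and ATF4 overexpression is about 0.53 in the paper's Fig. 2 C, read by eye, and 0.983 here. The r2 over reversed genes is about 0.85 in the paper's Fig. 2 D, read by eye, and 0.575 here. The latter rests in part on fitted fold changes of genes at the floor, for which only lower bounds can be given. No alternative, set before the data were examined or chosen after seeing the values, came within 0.005 of either value read by eye. The nearest were those of DESeq2 with its prior (0.555 and 0.867).

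For log2 fold changes, the paper's value for ImpL3 is 0.79 in TFAM overexpression, against 1.62 here, and -0.88 in ATF4 overexpression, against -1.54 here. For Tret1-1 it is 0.77 against 1.01, for Arc1 1.17 against 1.36, for Thor 0.88 against 1.43, for Hsc70-2 2.94 against 5.89, for Lsp1beta -1.25 against -1.96 and for CG33099 -0.97 against -1.72, all in TFAM overexpression. For Thor in ATF4 overexpression it is 1.34 against 1.82. Each of these gaps was closed by DESeq2 with its prior. Leaving out 1 library closed that of Tret1-1 in 4 of 8 fits, of Arc1 in 3 of 8, and of ImpL3 and Thor in ATF4 overexpression in 1 of 8 each, and no other alternative set before the data were examined closed any of them. With ATF4 knockdown, the paper's value for ImpL3 is -1.11, against -2.07 here, and for Tret1-1 -0.80, against -1.03 here. The gap for Tret1-1 was closed by DESeq2 with its prior, and both by the same with the substituted library, chosen after seeing the values, while the others did not close them.

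For genes at the floor the value here is a lower bound. In ATF4 overexpression the paper's fold for sordd2 is 22.7, against at least 106 here, and for lncRNA:CR45625 it is 2.84 lower, against at least 6.30 lower here. With ATF4 knockdown the paper's fold for sordd2 is 8.94, against at least 113 here, and for lncRNA:CR46123 it is 2.34 lower, against at least 28.2 lower here. On the log2 scale DESeq2 with its prior gave 4.51 for sordd2 and -1.51 for lncRNA:CR45625 in ATF4 overexpression, which are the paper's folds on that scale. With the substituted library, chosen after seeing the values, it gave 3.16 for sordd2 and -1.22 for lncRNA:CR46123 with the knockdown, again the paper's folds, against 3.45 and -1.34 with the libraries as labelled.

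The paper lists ImpL3, Tret1-1, Thor and AsnS among genes misregulated by TFAM overexpression, none of which was called here. DESeq2 with and without its prior and a fit of all 4 genotypes called all 4. Leaving out control replicate 4 called ImpL3 and Tret1-1, and the gene length covariate, chosen after seeing the values, called Tret1-1 and AsnS. The paper lists ImpL3, Arc1 and AsnS among genes misregulated by ATF4 overexpression, which were not called here. DESeq2 with and without its prior called all 3, a fit of all 4 genotypes called ImpL3 and AsnS, leaving out control replicate 3 called AsnS, and the gene length covariate, chosen after seeing the values, called AsnS. The paper's Table S1 does not list TFAM, which was called here at a log2 fold change of 2.46, and its Table S4 does not list Thor, which was called here at -2.25.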

Other observations

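Of the tests in this part, those on shared and reversed calls in simulated libraries, on the libraries of Table S4, on genes that move in the same direction in ATF4 overexpression and knockdown, on genes lower or higher with the knockdown, on the gene length of control replicate 3 and of the other split, on muscle for ImpL3, and on fat body and cuticle were chosen only after the result was seen, and those on simulated calls, on the gene length of control replicate 3 and on muscle replaced earlier tests.

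In the comparisons of control with TFAM overexpression and with the libraries labelled ATF4 overexpression, only the real split among the 35 splits of the 8 libraries called as many genes (1 of 35 in each), and the other 34 splits called none. Between TFAM overexpression and the knockdown, 2 of the 35 splits called at least 52 genes, the real one included, and the other 33 called none. The second split set TFAM overexpression replicates 1, 3 and 4 and knockdown replicate 1 against the other 4 libraries and called 2727 genes. Its log2 fold changes followed exon length (Spearman's rho 0.695 across genes, which are not independent replicates), against -0.378 for the real split. This is consistent with the gene length trend of the libraries as the source of that split. With the trend as a covariate, chosen after seeing the data, the second split called 0 genes, the real split 149, among them all 52, and the highest other split 10, so that 1 of 35 called as many. The other comparisons were not split again with the covariate. The replicate numbers were not taken to pair the libraries, although 3 of 4 had a correlation above 0.1 between control and the knockdown. The labels name no batch.

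Libraries shared between comparisons argue in part for correlated fold changes. With simulated unchanged libraries in place of those labelled ATF4 overexpression, the mean of Pearson's r over all genes was 0.485, below the observed 0.66, which no draw reached. Such libraries called at most 1 gene per draw, so they cannot test the counts of shared and reversed genes. With the fold changes of the called genes placed on random genes instead, the highest number of shared calls was 1, against 5, with a mean of 32.4 genes called per draw, against 72. For the knockdown the highest number of reversed genes was 1, against 8, with a mean of 16.0 genes called, against 52. Within the paper's own Table S3 the r2 of signed fold changes was 0.532 over 24 genes, against a mean of 0.346 when fold changes were shuffled in a way that keeps every sign, and 0.07% of shuffles gave as large a value. Within the paper's Table S5 it was 0.845 over 22 genes, against a mean of 0.545 and 0.04% of shuffles. The draws varied each gene independently and held no gene length trend, which the real libraries have. They therefore cannot exclude shared libraries alone as the source of the correlation over all genes. The same limit holds for the counts of shared and reversed genes, which the draws did not reach. Matching signs alone are not enough for the r2 of Tables S3 and S5, although they could give part of it. Whether shared libraries give the r2 of these tables was not tested.

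The base means of the paper's Table S4 differed by 1.38% in the median from those of the labelled libraries. Among 201 sets of libraries, replicate 4 labelled ATF4 overexpression in place of knockdown replicate 3 came nearest, at 6.74e-05%, and the second best set was at 0.963%. With this set, DESeq2 with its prior gave the table's log2 fold changes with a median difference of 1.14e-05, against 0.0395 with the labelled libraries, which is consistent with Table S4 resting on that set. A difference in software is argued against by Tables S1 and S2, whose base means the labelled libraries gave to 6.68e-05% at most. An exchange of the 2 labels is argued against by Table S2, whose base means were missed by 5.24% with knockdown replicate 3 in place of replicate 4 labelled ATF4 overexpression. Of the 50 genes in Table S4, DESeq2 with its prior called 48 with the labelled libraries and 50 with the substituted one.

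The libraries labelled ATF4 overexpression, in which crc was not raised, and those with ATF4 knockdown share no library between their comparisons. Of 10 genes called in both, where 0.235 would be by chance, 9 moved in the same direction and 1, Thor, in opposite directions (exact sign test, two-sided, p = 0.0215). The 9 were Apl, CG3339, CG6654, CG7720, CR44383, Cnx14D, IntS12, pst and sordd2, of which Apl overlaps CR18217, CG3339 asRNA:CR44287, CG6654 Mau2 and Cnx14D para. Over the 86 genes called in either, Pearson's r of the log2 fold changes was 0.55 (permutation test over genes, two-sided, p = 8e-05) and Spearman's rho 0.158, while over all 9276 genes tested in both they were -0.01 and -0.41. An opposite change of ATF4 activity is argued against for these 10 genes as a set only, with 1 gene in opposite directions, and stays open for the other genes. The balance depends on the tool and on the libraries. DESeq2 with its prior gave 19 genes in the same and 15 in opposite directions, and a fit of all 4 genotypes 16 and 6. The gene length covariate, chosen after seeing the data, gave 19 and 11. The numbers were 5 and 1 without knockdown replicate 3, and 10 and 2 without control replicate 3. They were 5 and 0 without replicate 1, 2 or 3 labelled ATF4 overexpression. A strain variant shared by the transgenic lines was tested by position. Of the 9 genes, 4 lie on 3R, which holds 24.5% of the genes tested (permutation test, one-sided, p = 0.411). With 9 genes, variants spread over the arms cannot be told apart from no shared variant, and a biological effect common to both genotypes is untested. A count by arm also cannot show variants near single genes. Among the 9, sordd2 and CR44383 are neighbours, which the sign test counts as independent. Thor (FBgn0261560), chosen after its values were seen, had 12.7 CPM in control, 34.8 CPM in TFAM overexpression, 7.36 CPM with ATF4 RNAi added and 45.4 CPM in the libraries labelled ATF4 overexpression. Its log2 fold changes were 1.43 (standard error 0.30, adjusted p = 0.154 from edgeR's test), -2.25 (0.23, 0.00146) and 1.82 (0.27, 0.0210) in the same comparisons as above. The last call was lost without control replicate 4 and without any 1 of the 4 replicates labelled ATF4 overexpression (adjusted p between 0.0720 and 0.0847), and with the replicate block (0.0911, the highest over all alternatives). The knockdown call was lost with the library substituted as in Table S4, in edgeR and in DESeq2 with its prior.

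Of the 52 genes called between TFAM overexpression and the knockdown, 23 lay closer to control with the knockdown and 29 farther (exact sign test, two-sided, p = 0.489), so that a return toward control and other changes cannot be told apart for the set as a whole. Of the 30 genes lower with the knockdown, 21 lay closer to control (p = 0.0428 by the same exact test). These genes were chosen for being lower than in TFAM overexpression, which alone favours a level nearer control, so this cannot be told apart from a return. Of the 22 genes higher with the knockdown, 2 lay closer to control and 20 farther (p = 0.000121 by the same exact test), which argues against a return toward control for them.

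Control replicate 3 lay apart from the other libraries. Its log2 expression relative to the other controls had an SD over genes of 0.657 and a Spearman's rho with exon length of -0.804 across genes. With the length trend removed the SD was 0.402, while the largest among the other libraries was 0.373, in control replicate 4, which argues by a small margin against gene length as the whole cause, although the trend took up 62.6% of the variance. A lower share of neurons was also tested. The median log2 ratio to the other controls was -0.73 for the neuron list and -0.34 for glia, -0.22 for neuroblasts, -0.24 for muscle, 0.66 for fat body and 1.69 for ring gland. The non-neuronal lists moved apart, which argues against a lower share of neurons alone. Differences in RNA quality or age of the larvae were not tested.

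Muscle attached to the CNS could raise ImpL3. In TFAM overexpression the muscle list decides nothing, as its median log2 fold change was -0.44, with 3 of 10 genes higher, but 0.41, with 9 of 10 higher, without control replicate 4 (camera, adjusted p = 0.0289, and between 0.0289 and 0.969 over the alternatives). With the knockdown, in which ImpL3 fell by 2.07, the median of the muscle list was 0.22 relative to TFAM overexpression, and from 0.02 to 0.38 with 1 library left out. Camera's direction for the list turned without TFAM overexpression replicate 3 (adjusted p = 0.855). The muscle genes thus stayed where ImpL3 fell, which argues against muscle as the source of the rise, if muscle carries as much ImpL3 in both genotypes. Of the 38 genes lower in the paper's Table S1, 9 are in the fat body and larval cuticle lists. All 12 tested genes of these lists were lower in TFAM overexpression, all 12 in the libraries labelled ATF4 overexpression and all 12 with TFAM overexpression combined with ATF4 RNAi. Fat body or cuticle carried over into the control samples may account for this, but it cannot be told apart from an effect of the driver line with each transgene, because both would differ between control and the other 3 genotypes.

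The lists were tested within each comparison, with camera's p values adjusted over the lists. In TFAM overexpression the fat body list was lower (7 of 7 genes, median log2 fold change -2.07, adjusted p = 3.03e-11), with 1 gene called over all genes and 6 when adjusted over the list alone. The larval cuticle list was lower too (5 of 5 genes, median -2.42, adjusted p = 5.67e-11), with 0 and 5 called. Of the 8 genes in each list, 7 fat body and 4 cuticle genes were above 1 CPM in all libraries, and 5 and 4 are in the paper's tables, so the counts over the list alone are not independent evidence. These were the only calls that held under fry (adjusted p = 0.0249 for both), and no call held under camera's estimated correlation (adjusted p = 0.0967 for both). The median log2 fold change was -0.06 for serine and one-carbon metabolism (adjusted p = 0.853), 0.10 for the ER unfolded protein response (0.0842), 2.44 for salivary gland (0.0842), 0.13 for hemocyte (0.853), -1.11 for ring gland (0.129), 0.34 for ecdysone response (0.0842), -0.23 for glia (0.109), 0.04 for neuron (0.853) and 0.03 for neuroblast (0.958), none past the threshold, and for muscle the adjusted p was 0.958, or 0.0289 without control replicate 4. Some of these turned into calls under an alternative, namely salivary gland without control replicate 4 (0.0105), without TFAM overexpression replicate 2 (0.00186) and with the replicate block (0.0425), ring gland without control replicate 4 (0.000510) and with the block (0.0425), ecdysone response without control replicate 1 (0.0190), without TFAM overexpression replicate 2 (0.0210) and with the block (0.0316), and glia without control replicate 3 (0.0201). Over all alternatives the adjusted p of these 4 lists went up to 0.824, 0.840, 0.770 and 0.436. Camera's direction turned, never past the threshold, for serine and one-carbon metabolism without control replicates 1 or 2 or TFAM overexpression replicate 2. It did so for hemocyte without control replicate 4 or TFAM overexpression replicate 1, and with the replicate block. For neuron it turned without control replicate 3 or TFAM overexpression replicate 4. For neuroblast it turned without control replicates 1, 2 or 4 or TFAM overexpression replicates 3 or 4, and with the block. The direction for muscle turned without TFAM overexpression replicate 3 as well (camera, adjusted p = 0.369). Male dosage compensation RNA (median -0.40) had 2 genes and no set test, and the 13 mitochondrially encoded mRNAs had 0 counts, which do not measure their expression. Of the genes in the other lists, 1 of serine and one-carbon metabolism, AsnS, is in the paper's tables, and all genes of this list, of the ER unfolded protein response, glia, neuron and neuroblast, and 9 of 10 of the ecdysone response but 0 of 6 of ring gland, were above 1 CPM in all libraries.

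In the libraries labelled ATF4 overexpression, the glycolysis list was lower (14 of 14 genes, median -0.45, adjusted p = 0.00102, and 0.524 under fry), as was the larval cuticle list (median -1.54, adjusted p = 0.00184). With the knockdown relative to TFAM overexpression, the ER unfolded protein response (adjusted p = 0.0321) and the ecdysone response (0.0155) were lower and the larval cuticle list higher (0.0449), with medians of -0.10, -0.29 and 1.58 over 10, 9 and 5 genes. The ER call was lost in 5 of the 8 fits that left out 1 library (adjusted p up to 0.105, without TFAM overexpression replicate 3), the ecdysone call in 2 (up to 0.0937, without the same replicate) and the cuticle call in 5 (up to 0.593, without knockdown replicate 1). With the knockdown relative to control, the fat body (adjusted p = 3.43e-08), larval cuticle (0.00305) and ring gland (0.0123) lists were lower and the salivary gland list higher (0.0293). Their medians were -1.58, -0.88, -2.50 and 2.83. The ring gland call was lost in 3 of 8 fits (adjusted p up to 0.276, without control replicate 3) and the salivary gland call in 4 (up to 0.481, without knockdown replicate 4).

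Values for genes that the paper studies in other samples were also read. In TFAM overexpression the log2 fold change was 0.17 for PEK (standard error 0.12, adjusted p = 0.880), 0.14 for Gcn2, which overlaps PNPase (0.20, 0.880), and -0.11 for Xbp1 (0.25, 0.898), from edgeR's test. Without TFAM overexpression replicate 2, the replicate apart for Xbp1, that of Xbp1 was -0.27. AsnS (FBgn0270926), which overlaps chb on the same strand, had a log2 fold change of 0.39 in TFAM overexpression (standard error 0.10, adjusted p = 0.312), 0.41 in the libraries labelled ATF4 overexpression (0.09, 0.113) and -0.33 with the knockdown relative to TFAM overexpression (0.08, 0.207). It was called in none of these by edgeR's test, but in all 3 by DESeq2 with and without its prior and with the gene length covariate, chosen after seeing the data. Over all alternatives the adjusted p was between 0.0114 and 0.902, between 0.00100 and 0.401, and between 0.0142 and 1.000 in the same order.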
